# Tissue transglutaminase exacerbates renal fibrosis via alternative activation of monocyte-derived macrophages

**DOI:** 10.1038/s41419-023-05622-5

**Published:** 2023-03-02

**Authors:** Yoshiki Shinoda, Hideki Tatsukawa, Atsushi Yonaga, Ryosuke Wakita, Taishu Takeuchi, Tokuji Tsuji, Miyako Tanaka, Takayoshi Suganami, Kiyotaka Hitomi

**Keywords:** Cell polarity, Post-translational modifications, Chronic inflammation, Transcriptomics, Chronic kidney disease

## Abstract

Macrophages are important components in modulating homeostatic and inflammatory responses and are generally categorized into two broad but distinct subsets: classical activated (M1) and alternatively activated (M2) depending on the microenvironment. Fibrosis is a chronic inflammatory disease exacerbated by M2 macrophages, although the detailed mechanism by which M2 macrophage polarization is regulated remains unclear. These polarization mechanisms have little in common between mice and humans, making it difficult to adapt research results obtained in mice to human diseases. Tissue transglutaminase (TG2) is a known marker common to mouse and human M2 macrophages and is a multifunctional enzyme responsible for crosslinking reactions. Here we sought to identify the role of TG2 in macrophage polarization and fibrosis. In IL-4-treated macrophages derived from mouse bone marrow and human monocyte cells, the expression of TG2 was increased with enhancement of M2 macrophage markers, whereas knockout or inhibitor treatment of TG2 markedly suppressed M2 macrophage polarization. In the renal fibrosis model, accumulation of M2 macrophages in fibrotic kidney was significantly reduced in TG2 knockout or inhibitor-administrated mice, along with the resolution of fibrosis. Bone marrow transplantation using TG2-knockout mice revealed that TG2 is involved in M2 polarization of infiltrating macrophages derived from circulating monocytes and exacerbates renal fibrosis. Furthermore, the suppression of renal fibrosis in TG2-knockout mice was abolished by transplantation of wild-type bone marrow or by renal subcapsular injection of IL4-treated macrophages derived from bone marrow of wild-type, but not TG2 knockout. Transcriptome analysis of downstream targets involved in M2 macrophages polarization revealed that ALOX15 expression was enhanced by TG2 activation and promoted M2 macrophage polarization. Furthermore, the increase in the abundance of ALOX15-expressing macrophages in fibrotic kidney was dramatically suppressed in TG2-knockout mice. These findings demonstrated that TG2 activity exacerbates renal fibrosis by polarization of M2 macrophages from monocytes via ALOX15.

## Introduction

Macrophages can play beneficial or detrimental roles in several diseases, depending on their activation status in the pathological tissue microenvironment [1]. Macrophages can polarize into at least two major subtypes, classically activated (M1) and alternatively activated (M2), each of which plays an important role in the opposing regulation of inflammatory progression and suppression in chronic inflammation diseases [2–4]. The surrounding environment that governs macrophage function is closely related to the specific function of macrophages: M1 is activated by lipopolysaccharide/interferon γ and exhibits proinflammatory features, whereas M2 is activated by IL-4/IL-13 stimulation and displays anti-inflammatory properties. However, if injury is uncontrolled and M2 macrophage activity persists, these cells can be detrimental to tissue homeostasis. Excessive activation of M2 macrophages regulates the continuous production of growth factors such as TGF-β, which promotes myofibroblast proliferation and activation, resulting in extracellular matrix deposition as seen in tissue fibrosis diseases [2–4].

Chronic kidney disease (CKD) affects more than 840 million people globally and is characterized by structural abnormalities and dysfunction of the kidneys that last for more than three months [5, 6]. This persistent renal damage causes excessive activation of myofibroblasts and multiple immune cells, especially macrophages, leading to tubulointerstitial fibrosis. Renal fibrosis is a common pathway for pathological deterioration from CKD to end-stage renal failure, but because the detailed pathogenesis mechanism has not been elucidated, there are currently few effective therapeutic agents. M2 macrophage activation correlates with the progression of renal fibrosis. Deletion of macrophages in a unilateral ureteral obstruction (UUO)-treated mouse tubulointerstitial fibrosis model suppressed renal fibrosis, suggesting that M2 macrophages are involved in the development of fibrosis [7, 8]. Indeed, M2 macrophages secrete high levels of TGF-β and promote epithelial-to-mesenchymal transition and subsequent tubulointerstitial fibrosis [9–12]. Furthermore, the existence of fibrosis-specific monocyte/macrophage has been reported [13], increasing the importance of analyzing the pathogenesis of fibrosis with a focus on macrophages. However, studies on M2 macrophages in mice cannot still not be directly applied to humans because mouse M2 macrophages have different basic characteristics, such as cell surface antigen markers.

Martinez et al. previously identified tissue transglutaminase (TG2) as the only reproducible M2 macrophage marker common to both humans and mice by both transcriptomic and proteomic analyses [14]. TG2 is a Ca^2+^-dependent protein crosslinking enzyme that catalyzes the formation of covalent bond between the γ-carboxamide groups of glutamine residues in peptide bonds and various primary amines, including the ε-amino group of lysine residues in target proteins [15–17]. TG2 expression and crosslinking activity may be associated with differentiation of monocytes and functional maturation of macrophages [18–24]. Additionally, TG2 is involved in cell adhesion and migration of monocytes [23, 25]. However, the detailed role of TG2 in the induction of M2 macrophage and the relevance to fibrosis remains unclear.

In renal fibrosis, TG2 is involved in the accumulation of fibrous proteins through crosslinking and stabilization of extracellular matrix proteins such as collagen and fibronectin, and pathogenesis of renal fibrosis is suppressed in TG2-knockout (TG2KO) and TG2 inhibitor-treated mice [26–28]. This study supports our hypothesis that TG2 promotes renal fibrosis via induction of M2 macrophage polarization infiltrated into kidney. Therefore, the current study sought to elucidate the mechanism by which TG2 regulates the polarization of M2 macrophages and the subsequent function of TG2-induced M2 macrophages in the pathogenesis of renal fibrosis and to better understand the pathogenesis of renal fibrosis, which still lacks useful therapeutic strategies.

Here, we reveal that macrophage polarization is a major contributor to the mechanism whereby TG2 induces fibrosis and that TG2 has a crucial role for the polarization of M2 macrophages of mouse and human origin. TG2-dependent M2 macrophage polarization was found to be derived from bone marrow cells and caused renal fibrosis. Furthermore, we found that TG2 is required for induction of an arachidonate lipoxygenase, leading to polarization of M2 macrophages. These studies may help develop new therapeutic targets not only for renal fibrosis, but also for diseases involving macrophage such as atherosclerosis and osteoporosis, as well as various inflammatory, neurodegenerative, and autoimmune diseases.

## Materials and methods

### Materials

Chemical reagents were mainly purchased from WAKO chemicals (Osaka, Japan) and Nacalai Tesque (Kyoto, Japan). Primary and fluorescein-conjugated secondary antibodies were listed in Suppl. Table S1. Polyclonal anti-TG2 antibody was produced in our laboratory [29]. HRP-conjugated secondary antibodies were obtained from Jackson ImmunoResearch Laboratories (West Grove, PA, USA). Cystamine was obtained from Sigma-Aldrich (St. Louis, USA). Z-DON and Boc-DON were obtained from Zedira (Darmstadt, Germany). PD146176 and 15S-hydroxy-5Z,8Z,11Z,13E-eicosatetraenoic acid, 15(S)-HETE, were purchased from Cayman Chemical (Ann Arbor, MI, USA).

### Ethics statement

Animal experiments were conducted at Nagoya University, complying with the national guidelines for the care and use of laboratory animal. All animal experiments were approved by the animal care and use committee of Nagoya University (No. P220002). All animal experiments were performed under anesthesia and all efforts were made to minimize suffering.

### Animal experiments

C57BL/6J male mice (8–12 weeks) were purchased from Japan SLC Inc (Shizuoka, Japan) and group-housed with food and water available *ad libitum*. TG2 knockout and enhanced GFP-transgenic mice were kindly provided by Dr. Robert M. Graham (Victor Chang Cardiac Research Institute, Australia) [30] and Dr. Masaru Okabe (Osaka University, Osaka, Japan) [31], respectively.

### Unilateral ureteral obstruction

The unilateral ureteral obstruction (UUO) was performed according to the method described by Shweke et al. [26]. Briefly, under the anesthesia with 2% isoflurane, the left ureter was ligated at two separated points. Sham-operated mice had their ureter exposed but not ligated. Mice after UUO surgery were perfused with PBS to remove the blood in kidney, and pieces of the kidney were either fixed in 4% paraformaldehyde for histological examination. Cystamine was orally administrated at 1.86 mg/kg/day two days before UUO surgery.

### Histological analysis

Cryosections from the kidney (5 μm) were fixed with 4% paraformaldehyde and reacted with anti-TG2, F4/80, α-SMA, and ALOX15 antibodies. The specific signal was detected by the fluorescent-dye-conjugated secondary antibody. As a negative control, the primary antibody was replaced with the same amount of non-immune IgG (NI-IgG) from rabbit or rat (Sigma-Aldrich). Collagen fibers were detected using picrosirius red (Wako chemicals). Briefly, kidney sections (10 μm) were fixed in a saturated solution of picric acid with formalin and acetic acid for 15 min and then stained with 0.05% sirius red reagent. In the sections from each animal, more than 5 randomly selected microscopic fields were captured by a Keyence BZ-9000 microscope. All images were quantitatively estimated for collagen fibers in picrosirius red staining within the respective kidney area according to the tutorial about “quantifying stained tissue” in image analyzer (Image J software, National Institute of Health, Bethesda, MD, USA). Each red color image was split as grayscale images and thresholded optimally. The positive areas above threshold level were measured and an average of at least 3 field from four replicates in each sample group was determined.

### Flow cytometric analysis

Kidneys were cut and digested in Hanks’ buffered saline solution (HBSS) containing 1 mg/ml collagenase (Wako) and 50 µg/ml DNase I (Roche). After filtering through a 70 µm mesh, cells were washed, incubated with the antibodies listed in Suppl. Table S1, and analyzed using Attune Acoustic Focusing Cytometer and Attune Cytometric Software v2.1.0.8626 (Life technologies).

### Quantitative real-time PCR

Total RNA was extracted from cultured cells using the Sepasol-RNA Super Reagent (Nacalai Tesque). Corresponding cDNA were prepared using ReverTra Ace qPCR RT Master Mix with gDNA Remover kit (TOYOBO, Osaka, Japan) and Real-time PCR analysis was performed using THUNDERBIRD SYBR qPCR Mix (TOYOBO) in a LightCycler 96 (Roche Diagnostics, Mannheim, Germany). Used specific primer pairs were summarized in Suppl. Table S2.

### Western blotting analysis

The cell lysates were homogenized in lysis buffer containing 50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 5 mM EDTA, 1% NP-40, 1 mM NaF, phosphatase inhibitor, and protease inhibitor cocktail (Merck Millipore). After centrifugation, supernatants were collected, and their protein concentrations were measured by Bradford assay (Bio-rad). Then, these samples were mixed with SDS-containing buffer, boiled, subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), and transferred to polyvinylidene difluoride membrane (Merck Millipore). After blocking with PBS containing 5% skim milk or BSA, the membrane was reacted with primary antibody listed in Suppl. Table S1, and the specific signal was detected by the peroxidase-conjugated secondary antibody and chemiluminescence reagent (Thermo Scientific, IL, USA). Each experiment was conducted in triplicate.

### Bone marrow transplantation experiments

Bone marrow transplantation experiments were performed as reported [32]. In brief, bone marrow cells obtained from donor mice were washed three times with cold PBS and injected intravenously (3 × 10^6^ cells) into 8.5 Gy-irradiated 8-week-old male recipient mice. After 4 weeks, the substitution rate of bone marrow cells was determined by counting EGFP-positive cells in the peripheral blood, and then the mice were subjected to UUO experiments. WT and TG2KO mice were also transplanted with each bone marrow from WT and TG2KO mice, and then subjected to UUO experiments.

### Macrophage cell culture

Bone marrow-derived macrophages (BMDMs) were prepared according to the method reported previously [33]. Briefly, bone marrow cells were isolated from femur and tibia of 6–10 weeks male mice and differentiated for 6 days in RPMI medium containing 10% FBS and conditioned medium from L929 fibroblasts. M2 macrophage polarization was induced by 20 ng/ml murine recombinant IL-4 (PeproTech, Rocky Hill, NJ, USA) in 5% FBS containing RPMI medium after serum starvation. Human monocytic leukemia cell line (THP-1) was differentiated into macrophages by incubation with 150 nM phorbol 12-myristate-13-acetate (PMA; AdipoGen Life Sciences) for 24 h. M2 macrophage polarization was induced by 20 ng/ml recombinant human IL-4 (PeproTech) in 5% FBS containing RPMI after starvation. For TG2 knockdown, targeting siRNA (sense 5′-cccugaucguugggcugaatt-3′ and antisense 5′-uucagcccaacgaucagggtt-3′) and MISSON siRNA universal negative control #1 (SIC-001) purchased from Sigma-Aldrich were used as reported previously [34].

### RNA sequence analysis

Total RNA from THP-1 cells was lysed and extracted using tissue total RNA mini kit according to manufacturer’s instructions. After the QC procedures, total RNAs were deposited for transcriptome analysis (Filgen biosciences and nanoscience, Nagoya Japan). Briefly, mRNA was enriched using oligo(dT) beads and rRNA was removed. First, the mRNA was fragmented randomly by adding fragmentation buffer, then the cDNA was synthesized by using mRNA template and random hexamers primer, after which a custom second-strand synthesis buffer (Illumina), dNTPs, RNase H, and DNA polymerase I were added to initiate the second-strand synthesis. Second, after a series of terminal repair, a ligation, and sequencing adaptor ligation, the double-stranded cDNA library was completed through size selection and PCR enrichment. Sequences were performed on NovaSeq6000 (Illumina), (6GB/PE150). Raw reads were aligned to the human genome (hg38) using the RNA-Seq Alignment App on Basespace (Illumina, CA). The data reported in this paper have been deposited in the Gene Expression Omnibus database (accession no. GSE222284).

Perseus software (version 1.6.14.0) was used to determine the genes differentially and significantly identified in four sample groups treated with vehicle, IL-4, Z-DON, and IL-4 plus Z-DON. 

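Each of the 12 deposited files lists 38552 genes. In total over the 12 libraries, 16150 of these genes had more than 50 reads, and 14678 had no read in any library. A mean above 50 reads in at least 1 of the 4 groups was reached by 12722 genes, and 11431 genes had more than 50 reads in every library. The tests used the 16150 genes.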

A total of 38,552 genes with more than 50 of read counts detected between groups (*n* = 3) were analyzed. Differential gene expressions (DGEs) were determined using the threshold (FDR < 0.01). The gene list of both 2-fold filtered significant DGEs between vehicle- vs IL-4-treated samples and 1.5-fold filtered significant DGEs between IL-4 vs IL-4 plus Z-DON-treated samples were selected (90 genes). Among them, 55 and 35 genes with TG2-dependent increase and decrease were identified, respectively. 

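With the thresholds of the paper applied to edgeR's adjusted p-values, 1199 genes were called in IL-4 against vehicle, 500 higher and 699 lower. In IL-4 plus Z-DON against IL-4, 749 genes were called, 281 higher and 468 lower. The selection of genes higher with IL-4 and lower with added Z-DON held 60 genes. Their median log2 fold change was 1.70 in IL-4 against vehicle and -0.92 in IL-4 plus Z-DON against IL-4. The opposite selection held 38 genes, with a median log2 fold change of -1.67 with IL-4 and 0.97 with added Z-DON. With limma-trend on log2(TPM + 1) in place of the count model, the alternative with the fewest genes in the first selection, the 2 selections held 29 and 22 genes. Both comparisons use the same 3 IL-4 libraries. In 20 simulated data sets with the measured response to IL-4 and no effect of Z-DON, at most 1 gene passed both thresholds.

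**Figure D1:**
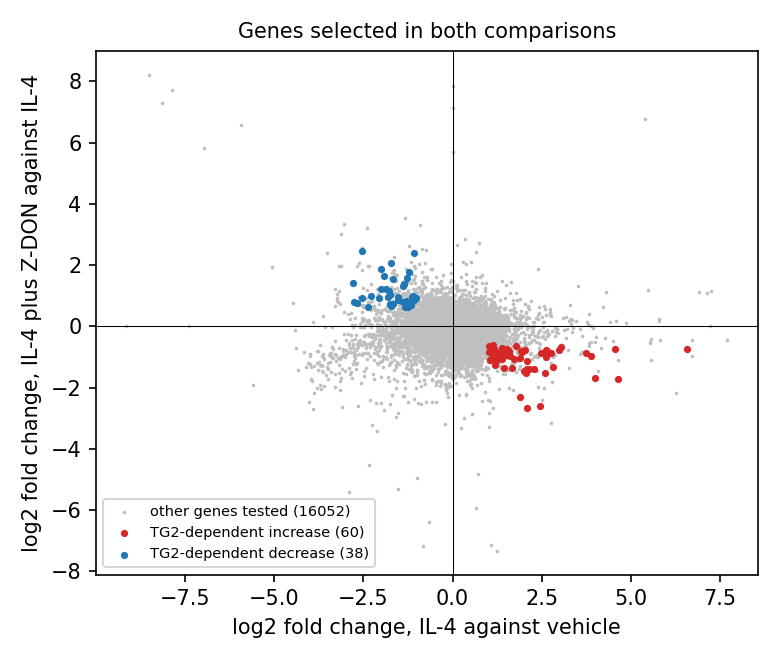
Log2 fold change of IL-4 against vehicle (horizontal axis) and of IL-4 plus Z-DON against IL-4 (vertical axis) for each of the 16150 genes tested, 1 point per gene, from 3 libraries per group. Red points are the 60 genes higher with IL-4 and lower with added Z-DON, and blue points are the 38 genes lower with IL-4 and higher with added Z-DON.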

The heat maps and hierarchical clustering were generated using Morpheus (https://clue.io/morpheus).

### Statistical analyses

Quantitative data are expressed as the means plus the standard deviation of three replicates from at least three independent experiments. The statistical significance of differences was assessed using Student’s *t*-test and the values of *P* < 0.05 were considered to indicate statistical significance. The one-way ANOVA with post hoc Tukey’s multiple comparisons test was performed with EZR (Saitama Medical Center, Jichi Medical University, Saitama, Japan), which is a graphical user interface for R (The R Foundation for Statistical Computing, Vienna, Austria) [35]. No randomization blinding was used in animal experiments.

## Results

### Macrophage infiltration was reduced in the renal fibrosis model of TG2KO mice

We initially evaluated the correlation between the TG2 expression level and macrophage infiltration into the kidney in a renal fibrosis model using UUO surgery. Fluorescent immunostaining revealed that TG2 expression was markedly enhanced in the interstitial area 3 days after UUO and remained strongly increased until day 12 (Fig. 1A). The expression of macrophage marker F4/80 was highest on day 7 and partly colocalized with TG2, suggesting that TG2 is expressed in some macrophages during renal fibrosis progression (Fig. 1B). TG2KO mice had fewer F4/80-positive areas compared to WT mice at 12 days after UUO, and a similar tendency was observed at 7 days after UUO, but not significantly different (Fig. 1C). These results suggest that TG2 plays an important role in macrophage infiltration and accumulation at the relatively late stages of renal fibrosis (>day 7) and may account for the increase in M2 macrophages in the late response rather than affecting M1 macrophages in the early response.

**Fig. 1:**
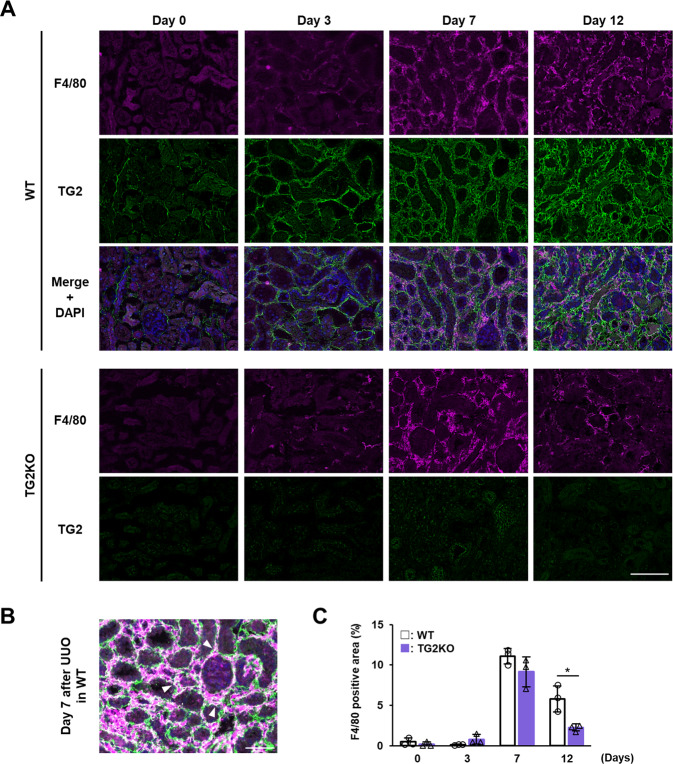
Evaluation of macrophage infiltration into the kidney after UUO surgery in TG2KO mice. Mice were conducted to UUO surgery. Kidney sections from WT and TG2KO mice after UUO surgery were fixed in 4% paraformaldehyde and immunostained using anti-F4/80 plus Alexa Fluor 594 anti-rat antibodies and anti-TG2 plus Alexa Fluor 488 anti-rabbit antibodies (**A**). The nuclei were counterstained with DAPI. Scale bar = 100 μm. The merged image from WT on day 7 after UUO was enlarged (**B**). Arrowheads indicate the similar distributions between F4/80 and TG2. Scale bar = 50 μm. The percentages of F4/80-positive area are presented (**C**). Data are presented as the mean ± SD (*n* = 3) (*P < 0.05, Student’s *t* test).

### TG2 is required for M2 macrophages infiltrating fibrotic kidney

We next used flow cytometry to investigate the infiltrated macrophage subtypes that decreased in abundance in the kidney of TG2KO mice after UUO. CD45-positive cells were gated from whole kidney cells (Fig. 2A) and then evaluated for CD11b and F4/80 expressions to yield two main population groups (Fig. 2B). CD45-positive CD11b^+^ F4/80^low^ (R1) and CD11b^+^ F4/80^hi^ (R2) cells were classically defined as M1 and M2 macrophages infiltrating the UUO-treated kidney, respectively (Fig. 2B) [36]. This is consistent with flow cytometry analysis of CD206^+^ cells that were backgated to the magenta-colored R2 group in Fig. 2C, D. The number of cells in the R2 group was significantly decreased in TG2KO mice comparison to WT mice, although that cell number in the R1 group was no significant different (Fig. 2B, E). Furthermore, when CD45^+^ cells were assessed for CD11b and Ly6C expressions, three population groups, CD45^+^ CD11b^+^ Ly6C^hi^ (R3), Ly6C^int^ (R4), and Ly6C^low^ (R5), were observed (Fig. 2F). CD206-positive M2 macrophages were classified in both the R4 and R5 groups but not in the R3 group (Fig. 2G). The comparison of each macrophage subtype revealed that the abundance of cells in the R4 group gated by both F4/80^hi^ and CD206^+^ was significantly decreased in TG2KO mice (Fig. 2H), suggesting that TG2 was involved in the polarization of the CD45^+^ CD11b^+^ F4/80^hi^ CD206^+^ Ly6C^int^ M2 macrophage subtype during renal fibrosis. Consistent with these results, the number of α-SMA-positive myofibroblasts and the level of collagen deposition detected by picrosirius red staining were also significantly suppressed in TG2KO mice (Fig. 2I, J).

**Fig. 2:**
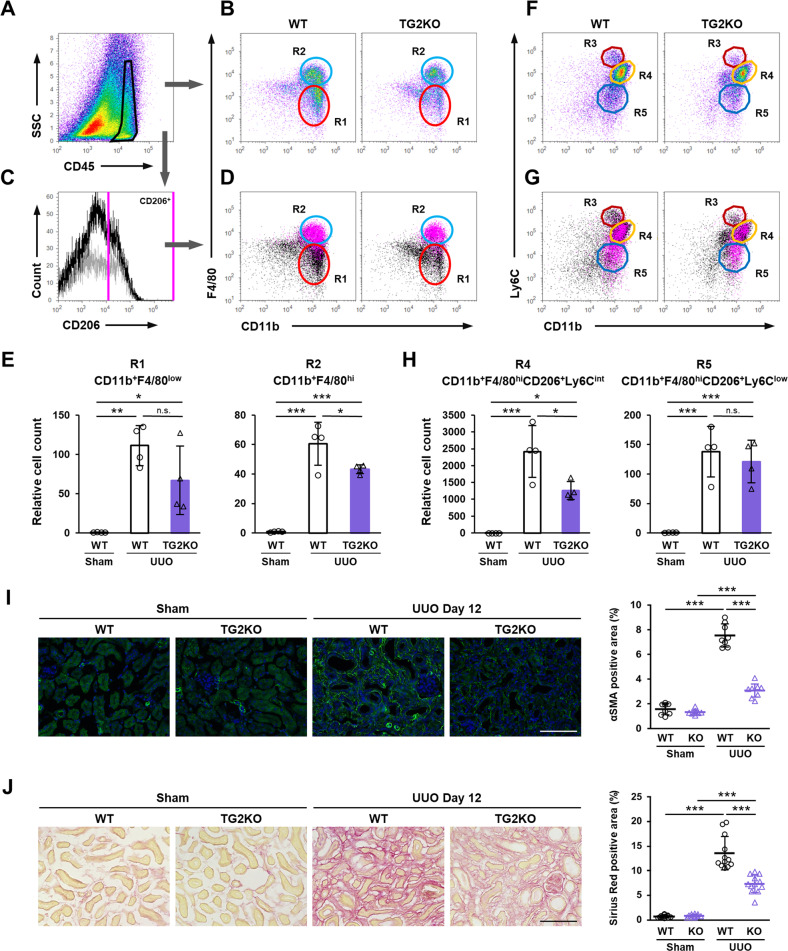
Characterization of infiltrated macrophage into fibrotic kidney after UUO surgery. CD45-positive cells from fibrotic kidney in WT and TG2KO mice were divided (**A**) into the CD11b^+^ F4/80^low^ (R1) and CD11b^+^ F4/80^hi^ (R2) groups (**B**). SSC side scatter. CD206-positive cells from WT (black) and TG2KO (gray) mice were selected in histogram plot (**C**) and colored with magenta in the dot plots shown in **B** (**D**). The relative cell counts of two groups were indicated (**E**). CD45-positive cells were also divided into the CD11b^+^ Ly6C^hi^ (R3), CD11b^+^ Ly6C^int^ (R4), and CD11b^+^ Ly6C^low^ (R5) groups (**F**). CD206-positive cells were colored with magenta in the dot plots shown in **F** (**G**). The relative cell counts of R4 and R5 groups gated by both F4/80^hi^ and CD206^+^ were indicated (**H**). Myofibroblasts in kidney sections were stained using anti-α-SMA antibody plus AlexaFluor 488 goat anti-rabbit IgG and the percentages of their positive area are presented (**I**). The nuclei were counterstained with DAPI. The collagen fibers in kidney sections were detected by picrosirius red staining and the percentages of their positive area are presented (**J**). Scale bars = 100 μm. Representative results in at least three independent samples were shown. (*P < 0.05, **P < 0.01, ***P < 0.001 by one-way ANOVA with post hoc Tukey’s multiple comparisons test).

### TG2 expression in bone marrow cells contributes to renal fibrosis after UUO

Monocyte-derived and resident macrophages have been reported to be involved in CKD [37, 38], and therefore we next performed bone marrow transplantation experiments to distinguish immune cell origin and confirm the correlation with TG2 expression. Mice were exposed to a lethal dosage of X-rays and then transplanted with bone marrow cells from GFP-transgenic mice via tail vein injection. After 4 weeks of recovery, UUO was performed on the mice, and cell counts analyzed at each indicated time after surgery (Fig. 3A). The percentage of GFP-positive cells in peripheral blood cells indicated the successful replacement in this transplantation model. This showed that >98% of CD45^+^ cells in blood cells were GFP^+^-cells derived from donor GFP-transgenic mice (Suppl. Fig. S1). We next examined whether the increased M2 macrophages in fibrotic kidney expressed GFP. The M2 macrophage population (CD45^+^ CD11b^+^ F4/80^hi^; R2) was confirmed by CD206 expression and almost exclusively expressed GFP (Fig. 3B). The abundance of these GFP-positive R2 populations markedly increased on days 7 and 12 after UUO compared with that on day 3 and were mostly derived from bone marrow cells (Fig. 3C). We next evaluated the levels of renal fibrosis using four experimental groups of bone marrow-chimeric mice transplanted in WT and TG2KO mice as indicated in Fig. 3D. WT and TG2KO mice were exposed to X-rays and transplanted with bone marrow cells from WT or TG2KO mice. In WT-recipient mice, mice harboring TG2KO bone marrow cells had significantly decreased numbers of myofibroblasts and the levels of renal fibrosis compared with levels in mice harboring WT bone marrow cells (Fig. 3E, G, upper column; Fig. 3F, H, lanes 3 vs. 4). Conversely, in TG2KO-recipient mice, mice harboring WT bone marrow cells had significantly increased numbers of myofibroblasts and the levels of renal fibrosis compared with levels in mice harboring TG2KO bone marrow cells (Fig. 3E, G, lower column; Fig. 3F, H, Lanes 5 vs. 6). The mice transplanted with TG2KO bone marrow cells had markedly suppressed fibrosis regardless of whether the recipient was WT or TG2KO (Fig. 3F, H, lanes 4 and 5), indicating that TG2-dependent induction of bone marrow-derived CD11b^+^ F4/80^hi^ CD206^+^ M2 macrophage subtypes may promote the pathogenesis of renal fibrosis.

**Fig. 3:**
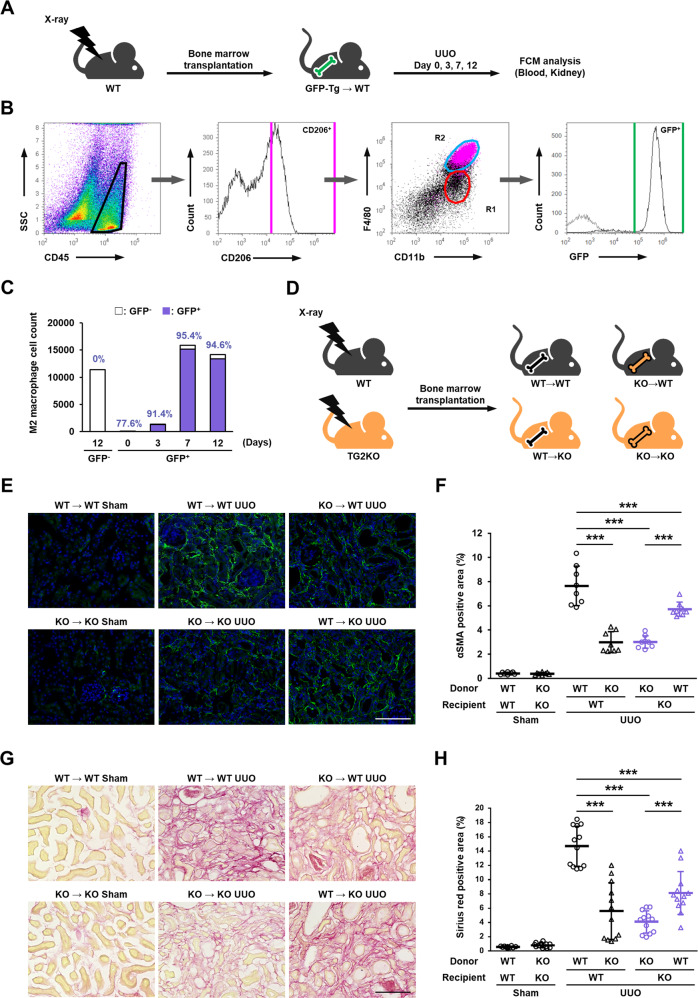
Role of TG2 in bone marrow-derived cells in renal fibrosis after UUO surgery. Mice were irradiated at lethal dose (8.5 Gy) of X-rays and transplanted with bone marrow cells isolated from GFP-transgenic mice by tail vein injection. After 4 weeks recovery period, mice were subjected to UUO surgery and analyzed on indicated days (**A**). The CD45-positive cells in fibrotic kidney were divided into F4/80 and CD11b, and these population classified by CD206 were colored with magenta (**B**). Then, the counts and percentages of GFP-positive cells in R2 group were analyzed and plotted (**C**). WT and TG2KO mice were lethally irradiated by X-rays and transplanted with bone marrow cells isolated from WT and TG2KO mice by tail vein injection (**D**). After 4 weeks recovery period, mice were conducted to UUO and analyzed on 14 days after UUO surgery. The myofibroblasts and collagen fibers in kidney sections were detected by immunofluorescence staining using anti-α-SMA antibody (**E**) and picrosirius red staining (**G**), respectively, and the percentages of their positive area are presented (**F**, **H**). The nuclei were counterstained with DAPI. Scale bars = 100 μm. Representative results in at least three independent samples were shown. (***P < 0.001 by one-way ANOVA with post hoc Tukey’s multiple comparisons test).

### TG2 activity contributes to IL-4-induced M2 macrophage polarization and exacerbates renal fibrosis

Based on the above results, we speculated that TG2 expression in macrophages may contribute to polarization of M2 macrophages. In in vitro studies using bone marrow-derived macrophages (BMDMs), IL-4 treatment markedly increased in mRNA expression of TG2 and mouse M2 macrophage markers such as CD206, arginase (Arg)-1, transferrin receptor (TFR; Fig. 4A, B), whereas treatment with TG2 inhibitor such as cystamine and Z-DON significantly suppressed the induction of these M2 markers (Fig. 4A, B). Similar results were obtained in the protein levels of TG2 and M2 macrophage markers (Fig. 4C, D and Suppl. Figs. S2 and S3). Then, we next examined whether TG2-dependent M2 polarization in BMDMs was involved in the renal fibrosis. IL-4-treated BMDMs from WT or TG2KO mice were injected into renal subcapsule of TG2KO mice after UUO (Fig. 4E). Interestingly, the number of myofibroblasts and the levels of renal fibrosis in TG2KO mice were significantly increased by injection of BMDMs from WT mice, although there was no effect on renal fibrosis following injection of BMDMs from TG2KO mice (Fig. 4F, G). This was similar to the more severe renal fibrosis effect produced with TG2KO-recipient mice harboring WT bone marrow cells than that in mice harboring TG2KO bone marrow cells (Fig. 3E, G, lower column; Fig. 3F, H, Lane 5 vs. 6).

**Fig. 4:**
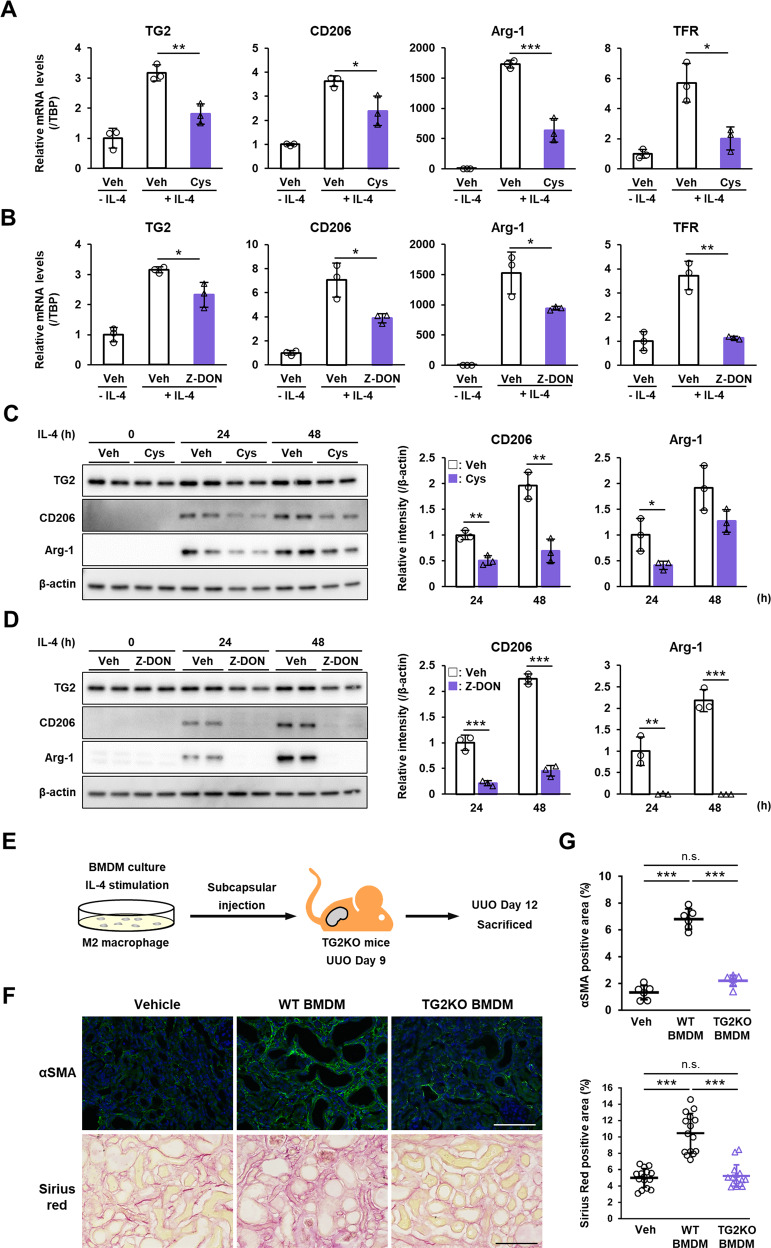
Role of TG2 in M2 macrophage polarization induced by IL-4 and renal fibrosis. BMDMs were prepared using bone marrow cells isolated from mice and cultured with L929 fibroblast conditioned medium. M2 macrophage polarization was induced by treatment of 20 ng/ml recombinant mouse IL-4 in the presence or absence of 0.4 mM cystamine and 50 μM Z-DON for 24–48 h. mRNA expression levels of TG2 and indicated mouse M2 macrophage markers were analyzed (**A**, **B**). Data were normalized against mRNA expression of TATA-binding protein (TBP) and relative values (a ratio of the control sample) were presented as the mean ± SD (*n* = 3) (**P < 0.01, *P < 0.05, Student’s *t* test). Veh Vehicle, Cys cystamine. The protein levels of these samples were analyzed by immunoblotting using the indicated antibodies (**C**, **D**). Anti-β-actin antibody was used as a loading control for each sample. Total intensities of all the bands in each sample were presented after normalizing the results to the expression levels in β-actin. The full-length blots with molecular mass markers are presented in Suppl. Figs. S2 and S3. BMDMs prepared from WT or TG2KO mice were treated by IL-4 for 2 h and transferred into renal subcapsule (4.75 × 10^5^ cells/mouse) of TG2KO mice on day 9 after UUO. These mice were sacrificed on day 12 after UUO and analyzed (**E**). The myofibroblasts and collagen fibers in kidney sections were detected by immunofluorescence staining using anti-α-SMA antibody and picrosirius red staining, respectively (**F**), and the percentages of their positive area are presented (**G**). The nuclei were counterstained with DAPI. Scale bars = 100 μm. Representative results in at least three independent samples were shown (***P < 0.001 by one-way ANOVA with post hoc Tukey’s multiple comparisons test).

### Cystamine suppressed the M2 macrophage infiltrating fibrotic kidney

We next investigated whether the inhibition of TG2 activity could suppressed M2 macrophage polarization in an in vivo study. Oral administration of cystamine significantly decreased the abundance of M2 macrophages (CD45^+^ CD11b^+^ F4/80^hi^; R2) but not that of M1 macrophages (CD45^+^ CD11b^+^ F4/80^low^; R1; Fig. 5A–C). Cystamine administration also significantly decreased the abundance of CD11b^+^ CD206^+^ Ly6C^int^ M2 macrophages (R4), but not that of CD11b^+^ CD206^+^ Ly6C^low^ M2 macrophages (R5) (Fig. 5D). The comparison of each macrophage subtype revealed that the abundance of the R4 group gated by both F4/80^hi^ and CD206^+^ was significantly decreased in cystamine-treated mice after UUO (Fig. 2E), suggesting that cystamine inhibits the polarization of CD45^+^ CD11b^+^ F4/80^hi^ CD206^+^ Ly6C^int^ M2 macrophage subtype during renal fibrosis. Consistently, the number of myofibroblasts and the levels of renal fibrosis were also significantly suppressed by cystamine-treated mice (Fig. 5F, G).

**Fig. 5:**
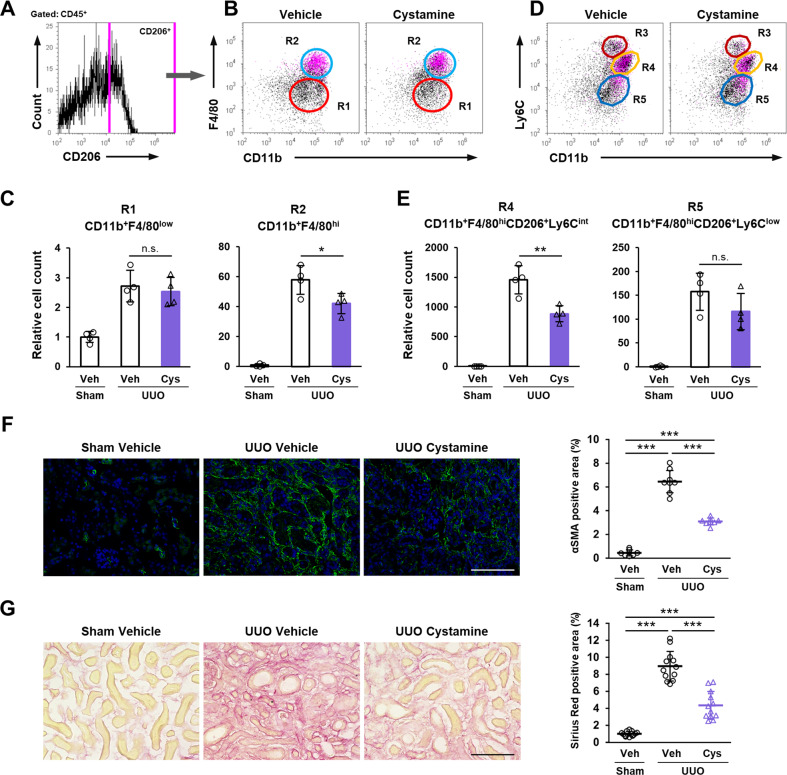
Effect of cystamine administration in M2 macrophage polarization and renal fibrosis. Mice were conducted to UUO surgery and orally administrated with cystamine (1.86 mg/kg/day). Renal CD45-positive cells were classified by CD206 (**A**) and colored with magenta in the dot plots divided into the CD11b^+^ F4/80^low^ (R1) and CD11b^+^ F4/80^hi^ (R2) groups (**B**). The relative cell counts of R1 and R2 groups were indicated (**C**). These cells also divided into CD11b^+^ Ly6C^hi^ (R3), CD11b^+^ Ly6C^int^ (R4), and CD11b^+^ Ly6C^low^ (R5) groups (**D**). The relative cell counts of R4 and R5 groups gated by F4/80^hi^ and CD206^+^ were indicated (**E**). The myofibroblasts and collagen fibers in kidney sections were detected by immunofluorescence staining using anti-α-SMA antibody (**F**) and picrosirius red staining (**G**), respectively, and the percentages of their positive area are presented in the graph on the right. The nuclei were counterstained with DAPI. Scale bars = 100 μm. Representative results in at least three independent samples were shown. *P < 0.05, **P < 0.01, ***P < 0.001 by one-way ANOVA with post hoc Tukey’s multiple comparisons test.

### TG2 promotes the polarization of human M2 macrophages via intracellular crosslinking activity

TG2 was identified as the only marker common to mouse and human M2 macrophages based on both transcriptomics and proteomics [14], and we therefore, next examined the contribution of TG2 expression and activity in human M2 macrophages. The human monocyte leukemia cell line, THP-1, was differentiated into macrophages using PMA and then polarized into M2 macrophages by IL-4 treatment. Similar to the results using mouse BMDMs, IL-4 treatment markedly increased in mRNA expression of TG2 and human M2 macrophage markers such as C-C motif chemokine ligand 22 (CCL22), peroxisome proliferator-activated receptor γ (PPARγ), and CD209 (Fig. 6). The induction of these M2 markers were significantly inhibited by treatment with TG2 siRNAs (Fig. 6A and Suppl. Fig. S4) and cell-permeable inhibitors such as cystamine (Fig. 6B) and Z-DON (Fig. 6C), but not by the cell-impermeable inhibitor Boc-DON (Fig. 6D). These results suggest that the crosslinking activity of intracellular TG2 in macrophages plays a common role in promoting polarization of both human and mouse M2 macrophages.

**Fig. 6:**
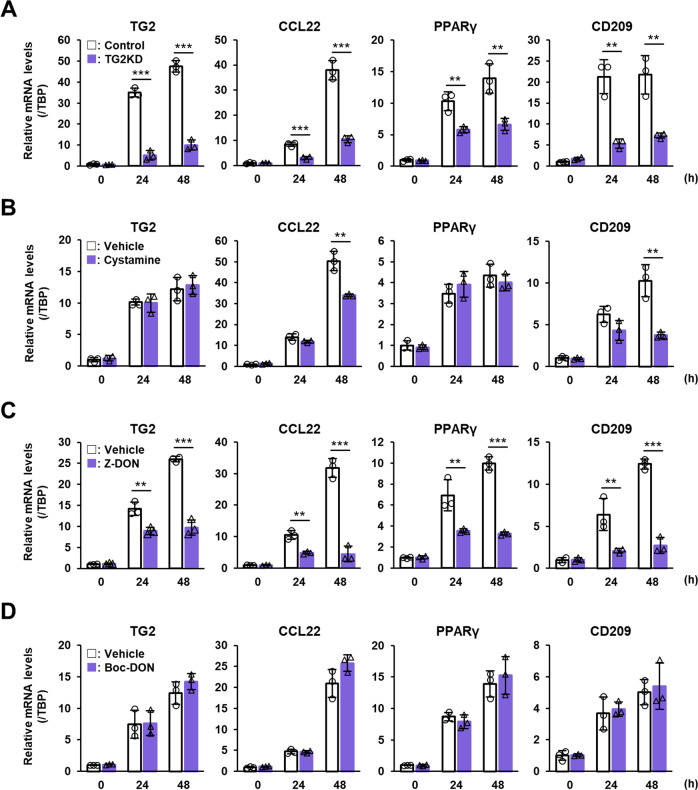
Role of TG2 in human M2 macrophage polarization induced by IL-4. Human monocytic leukemia cell line, THP-1, was treated with 150 nM PMA for 24 h. M2 macrophage polarization was induced by 20 ng/ml recombinant human IL-4. mRNA expression levels of TG2 and indicated human M2 macrophage markers were analyzed. For knockdown experiment, PMA-treated macrophages were transfected with siRNA against TG2 (**A**). As a negative control, scrambled siRNA (Control) was replaced with the same amount of TG2 siRNA. For the TG2 inactivation, cell-permeable (0.4 mM Cystamine, **B**; 50 μM Z-DON, **C**) and impermeable inhibitors (100 μM Boc-DON; **D**) were used. Data were normalized against mRNA expression of TBP and relative values were presented as the mean ± SD (*n* = 3) (***P < 0.001, **P < 0.01, *P < 0.05, Student’s *t* test).

### TG2 regulates M2 macrophage polarization via ALOX15 induction

To elucidate the reason why the TG2 knockdown and inactivation suppressed M2 macrophage polarization, we next investigated the molecular mechanism underlying this. We first checked the signal transducer and activator of transcription 6 (STAT6), upstream regulator in the signaling pathway induced by IL-4. IL4-treated human macrophages had significantly increased levels of phosphorylated STAT6 but were not affected by combined treatment with Z-DON (Fig. 7A and Suppl. Fig. S5), suggesting that STAT6 is phosphorylated upstream of TG2. 

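The RNA sequencing compared 4 groups of macrophages with 3 replicates each, 12 libraries in all. THP-1, a human monocytic leukemia line, was differentiated with 150 nM PMA for 24 h and then received vehicle, 50 μM Z-DON, 20 ng/ml IL-4, or IL-4 plus Z-DON. Z-DON is a cell-permeable inhibitor of TG2. For each library the authors deposited estimated counts of reads per gene, TPM (a transcript level corrected for transcript length and scaled to the same total in each library) and the effective length of each gene's transcripts. These columns are those written by the program salmon, and the paper's text names the RNA-Seq Alignment App on Basespace and the hg38 genome. The estimated counts summed to between 22621026 and 26038635 reads per library, with medians of 25178421 for vehicle, 23862837 for Z-DON, 24360442 for IL-4 and 25469235 for IL-4 plus Z-DON. The paper's text states the sequencing output in bases, and the values here use the assigned reads. The 10 most abundant genes took between 7.65% and 8.93% of the reads of a library. Estimated counts were rounded to whole numbers, and the 16150 genes with more than 50 reads in total over the 12 libraries were tested. The test was edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and 1 mean per group. Standard errors given with its fold changes were back-calculated, as the size of the log2 fold change divided by the square root of the test's F statistic. They are approximate and were not estimated directly. A gene was called at an adjusted p-value under 0.01, with at least a 2-fold change for IL-4 against vehicle and at least a 1.5-fold change for IL-4 plus Z-DON against IL-4. Each of the 12 libraries lay closest to the mean of its own group. In every pair of replicates the difference exceeded the sampling noise, with a chi-square per degree of freedom from 2.49 to 12.3. With 3 replicates against 3, an exact permutation test of a single gene cannot give a p-value under 0.1, so the p-values given rest on the model fitted across all genes.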

We next performed global expression analysis via RNA sequencing to explore genes whose expression was regulated by TG2 activity. We selected 55 genes whose expression was altered by IL-4 treatment in a TG2-dependent manner (i.e., both significantly increased by more than 2-fold in IL-4 treatment and decreased by more than one-third by treatment in combination with Z-DON) (Fig. 7B). 

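All 55 genes named in the heat map of Fig. 7B were among the genes tested. Each of the 55 was called higher in IL-4 against vehicle, with a lowest log2 fold change of 1.07 and a median of 1.59. Each of the 55 was also lower in IL-4 plus Z-DON than in IL-4, with log2 fold changes from -1.70 to -0.56 and a median of -0.89. Over all genes tested, 45 of the 55 passed both thresholds in edgeR's quasi-likelihood test. Adjusted over the list alone, 54 passed, and since the study chose the list on these libraries this is not independent evidence. Of the 10 that did not pass over all genes, 9 had adjusted p-values from the same test between 0.0109 and 0.032 for the effect of Z-DON, and RUNX2, named after its values were seen, changed by less than 1.5-fold. C7orf55, one of the 55 genes and named after its values were seen, shares sequence with the readthrough gene C7orf55-LUC7L2. The summed reads of the pair had a log2 fold change of -0.41 in IL-4 against vehicle, which did not pass the threshold (adjusted p = 0.0264 from edgeR's test). The readthrough gene shares 95.5% of its 75-base windows with other genes, among them LUC7L2, which the sum leaves out. The sum therefore cannot decide whether C7orf55 itself rose. F13A1, which lies on chromosome 6 of GRCh38 from 6144084 to 6320662, had a log2 fold change of 4.64 with IL-4 (standard error 0.11, adjusted p = 8.18e-17 from edgeR's test) and fell by 1.70 on the log2 scale when Z-DON was added (standard error 0.09, adjusted p = 2.56e-10 from edgeR's test). SCIMP, on chromosome 17 from 5208920 to 5234860, shares 7.7% of its 75-base windows with ZNF594-DT. It rose 23.3-fold with IL-4, or 35.7-fold without vehicle replicate 1, and fell by 0.73 on the log2 scale with added Z-DON (adjusted p = 0.00712 from edgeR's test). With any 1 of the 6 libraries of that second comparison left out, the adjusted p of SCIMP from edgeR's test lay between 0.0131 and 0.0306, above the threshold of 0.01. Leaving out each library in turn, between 36 and 49 of the 55 genes passed both thresholds. The paper describes genes raised by IL-4 and lowered by its combination with Z-DON as altered in a TG2-dependent manner.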

Expression of the arachidonate 15-lipoxygenase (*ALOX15*) gene was remarkably increased by IL-4 treatment (Fig. 7C) and was reduced by 40% by inhibition of TG2 activity (*data not shown*). 

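ALOX15 lies on the minus strand of chromosome 17 of GRCh38 from 4630919 to 4641678, and its main transcript has 14 exons. Of the 75-base windows of that transcript, 4.27% also occur in other genes, among them the pseudogene ALOX15P1. Between 33 and 43 reads per library were assigned to ALOX15 with vehicle and between 3118 and 3809 with IL-4. Its level was 1.08 ± 0.115 TPM (SD, n = 3) with vehicle, 94.2 ± 6.94 TPM (SD, n = 3) with IL-4 and 56.8 ± 2.00 TPM (SD, n = 3) with IL-4 plus Z-DON. The log2 fold change of IL-4 against vehicle was 6.57 (standard error 0.12, adjusted p = 1.65e-18 from edgeR's quasi-likelihood test), a 95.3-fold increase. With Z-DON added to IL-4, ALOX15 was lower by 40.2% in edgeR's estimate, a log2 fold change of -0.74 (standard error 0.08, adjusted p = 6.96e-07 from edgeR's test). With each of the 3 IL-4 plus Z-DON libraries set against the mean of the IL-4 group, the percent decrease had an SD of 2.26 (n = 3). This SD leaves out the spread of the IL-4 libraries, so it is not the uncertainty of the decrease. The 3 libraries with IL-4 plus Z-DON all lay below the 3 with IL-4. Under limma-trend on log2(TPM + 0.1) the decrease did not pass, with an adjusted p of 0.0104. Leaving out each library in turn, the log2 fold change stayed between -0.80 and -0.69. Among the other genes of Fig. 7C, the increase with IL-4 in edgeR's estimates from all libraries ran from 6.71-fold for RNF165 to 25.0-fold for F13A1. Neither end is settled. With a library left out, the log2 fold change reached 5.16 for SCIMP and 4.93 for VCAN, against at most 4.68 for F13A1. By the ratio of mean TPM, SUSD2 (6.46) lay below RNF165 (6.69). The decrease with added Z-DON ran from 37.3% for CA7 to 69.3% for F13A1, and the decreases of SUSD2 and RNF165 did not pass the threshold. Of those that passed, the decrease of VCAN did not pass under 7 of the alternatives and left-out libraries (adjusted p up to 0.0238), that of CA7 under 4 (up to 0.0577), that of CD209 under 10 (up to 0.0369) and that of SCIMP under 8 (up to 0.0605), by adjusted p or by fold.

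**Figure D2:**
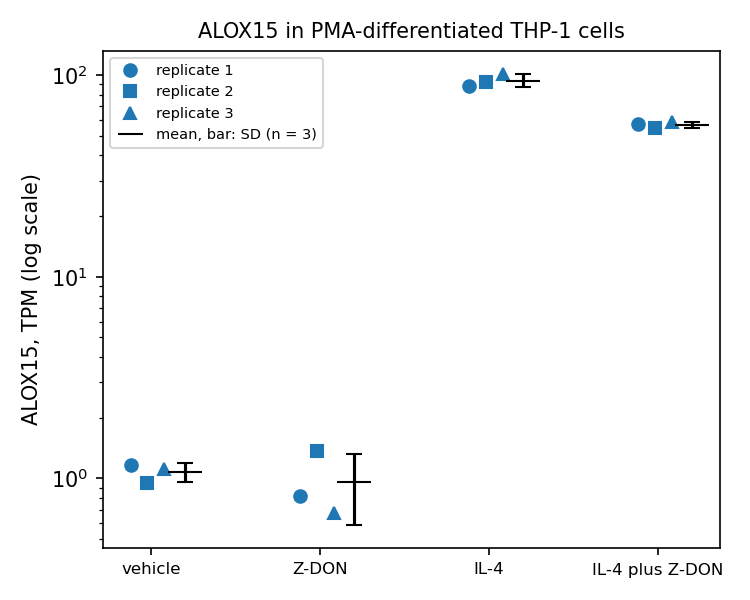
ALOX15 in TPM (vertical axis, log scale) in the 4 groups, with 1 point per library, the shape giving the replicate, and the mean with its SD (n = 3) to the right. The IL-4 libraries lie above the IL-4 plus Z-DON libraries, and both groups lie far above the libraries without IL-4.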

As ALOX15 has been reported as a regulator of M2 macrophage polarization [39, 40], we next confirmed whether the ALOX15 expression was regulated by TG2 expression and activity and promoted TG2-dependent M2 macrophage polarization. The mRNA expression levels of ALOX15 were decreased in the IL-4-treated macrophages in combination with TG2 siRNA, cystamine, or Z-DON, but not with Boc-DON treatment (Fig. 7D and Suppl. Fig. S4). In addition, treatment with an inhibitor of ALOX15 activity, PD146176, decreased the mRNA expression of human M2 macrophage markers (Fig. 7E). Furthermore, treatment with the ALOX15 metabolite, 15(S)-HETE, significantly increased mRNA expression of M2 macrophage markers including CD36 in IL-4-treated macrophages (Fig. 7F). These results suggested that TG2 promoted M2 macrophage polarization via the expression and activity of ALOX15.

**Fig. 7:**
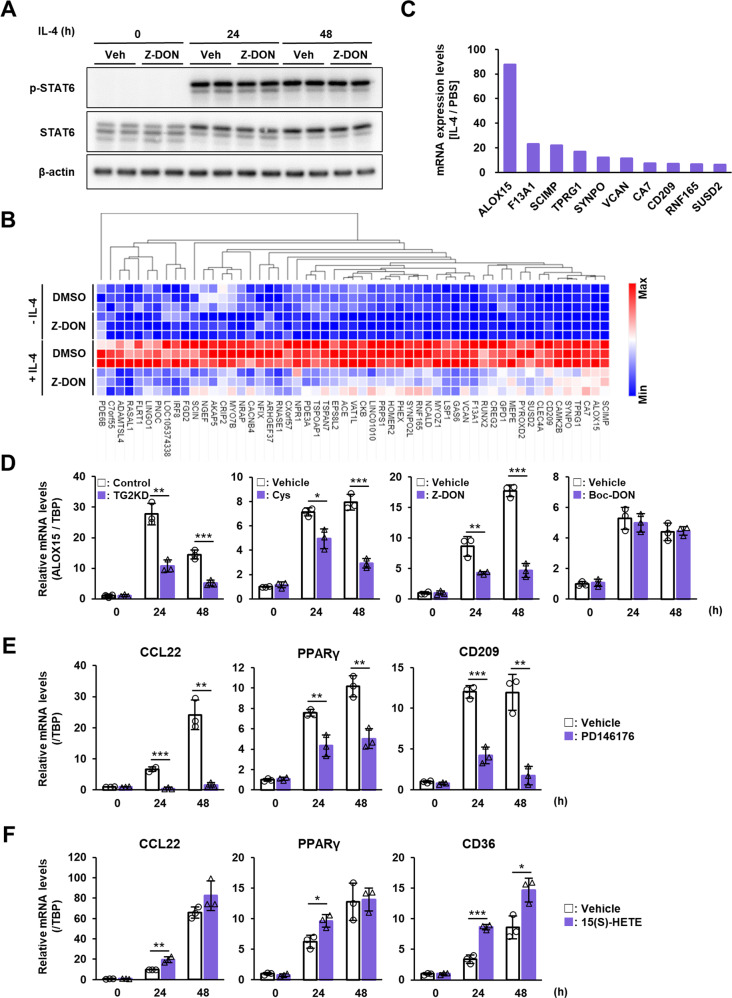
Analysis of molecular mechanism of M2 macrophage polarization that is regulated by TG2. Human macrophages differentiated from THP-1 were treated with 20 ng/ml IL-4 in the presence or absence of 50 μM Z-DON. Cells were extracted and analyzed by immunoblotting using the indicated antibodies (**A**). The full-length blots are presented in Suppl. Fig. S5. Total RNAs were conducted to transcriptome analysis as described in “Materials and methods” section. DGEs between vehicle- vs IL-4-treated samples (2-fold, FDR < 0.01) and between IL-4- vs IL-4 plus Z-DON samples (1.5-fold, FDR < 0.01) were determined. Among them, 55 genes that increase in TG2-dependent manner were identified and indicated as heat map (**B**). The relative means of the three groups of mRNAs whose expression was enhanced by IL-4 treatment among the 55 genes are plotted in ascending order (**C**). mRNA expression levels of ALOX15 were evaluated in the IL-4-treated human macrophages transfected with control and TG2 siRNA and treated with cystamine, Z-DON, and Boc-DON (**D**). mRNA expression levels of TG2 and indicated M2 macrophage markers were analyzed in IL-4-treated human macrophage combined treatment with 5 μM PD146176 (**E**) or 24 μM 15(S)-HETE (**F**). Data were normalized against mRNA expression of TBP and relative value were presented as the mean ± SD (*n* = 3) (***P < 0.001, **P < 0.01, *P < 0.05, Student’s *t* test).

### ALOX15 expression was enhanced in macrophages infiltrating fibrotic kidney

We finally evaluated whether ALOX15 expression was observed in macrophages infiltrating fibrotic kidney after UUO. Fluorescent immunostaining revealed that ALOX15 expression was enhanced in the F4/80^+^ macrophages in fibrotic kidney (Fig. 8A). Unexpectedly, expression of ALOX15 occurred not only in macrophages but also in renal tubules and glomeruli. Surprisingly, the number of ALOX15-positive F4/80^+^ macrophages was drastically reduced by approximately 90% in TG2KO mice (Fig. 8B, left panel) although the overall number of infiltrating F4/80^+^ macrophages was only reduced by approximately 40% in TG2KO mice as in Fig. 1C (Fig. 8B, right panel). Given that mice deficient in ALOX15 or treated with an ALOX15 inhibitor significantly suppressed the renal fibrosis by UUO [41], these results suggest that ALOX15 expression is enhanced by intracellular TG2 activity and induces M2 macrophage polarization, leading to pathological exacerbation of renal fibrosis.

**Fig. 8:**
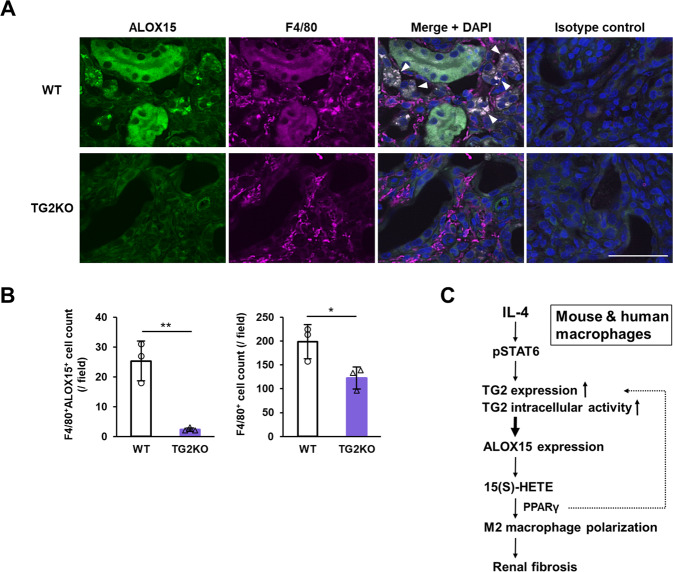
Evaluation of ALOX15 distribution in fibrotic kidney and its association with renal fibrosis. Kidney section on day 12 after UUO surgery were fixed in 4% paraformaldehyde and immunostained using anti-F4/80 plus Alexa Fluor 594 anti-rat antibodies and anti-ALOX15 plus Alexa Fluor 488 anti-rabbit antibodies (**A**). As an isotype control, each primary antibody was replaced with the same amount of rat and rabbit NI-IgG. The nuclei were counterstained with DAPI. Arrowheads indicate the similar distributions between ALOX15 and F4/80. Scale bar = 50 μm. Representative results in at least three independent samples were shown. The numbers of F4/80^+^ ALOX15^+^ cells and F4/80^+^ cells infiltrating kidney of WT and TG2KO mice after UUO were presented (**B**). Data are presented as the mean ± SD (*n* = 3) (**P < 0.01, *P < 0.05, Student’s *t* test). Schematic showing the molecular mechanism by which TG2 causes M2 polarization via ALOX15 expression and its metabolism in mouse and human macrophages, leading to renal fibrosis (**C**).

## Discussion

In this study, we found that TG2 promotes both human and mouse M2 macrophage polarization via its intracellular crosslinking activity. In addition, the monocyte-derived TG2-induced M2 macrophages contribute to the pathogenesis of mouse renal fibrosis. Furthermore, we found that, at least in part by mechanism, TG2 markedly exacerbates renal fibrosis though the enhanced expression of ALOX15 and a metabolite derived from ALOX15 activity. First, we found that in TG2KO mice, there was only a significant decrease in the number of macrophages in the late stage of fibrotic kidney after UUO surgery (Fig. 1). This was interesting as TG2 had been previously thought to be mainly involved in the stabilization and accumulation of fibrous protein through crosslinking activity in renal fibrosis [42, 43], suggesting a new molecular mechanism whereby TG2 is involved in renal fibrosis.

The increased abundance of macrophages in fibrotic kidney was mainly derived from bone marrow but not from proliferative renal resident macrophages (Fig. 3C). The majority of macrophages are distributed throughout the body before birth and are capable of self-renewal and there is consequently little need for monocytes in adults under normal circumstances [44]. However, during a rapid response to inflammation, circulating monocytes must adhere to and infiltrate vascular endothelial cells adjacent to the injured tissue and then differentiate into macrophages [45]. TG2 is present in monocytes [20] and has been reported to contribute to adhesion and migration of monocytes on fibronectin [23]. Our results clearly indicated that TG2 expression in monocytes derived from bone marrow cells increased the abundance of M2 macrophage in fibrotic kidney, exacerbating renal fibrosis (Figs. 3D–H and 4E–G). Furthermore, both F4/80 and ALOX15 positive cells in fibrotic kidney were reduced by 90% in TG2KO mice although F4/80 positive cells were reduced by about half (Fig. 8). These suggested that loss of TG2 was associated with polarization of M2 macrophages rather than macrophage infiltration (Fig. 8B). However, it cannot be completely ruled out that TG2 is involved in the monocyte infiltration into the fibrotic kidney. This is because fibrosis was more severe in the renal subcapsular injection of BMDMs from WT mice into TG2KO mice than in the transplantation of bone marrow from WT mice into TG2KO mice, whereas the renal subcapsular injection itself may have contributed to worsening fibrosis. Similar to the results obtained in TG2KO mice, inhibitors for TG2 crosslinking activity predominantly reduced the amount of M2 macrophage in fibrotic kidney and suppressed renal fibrosis, despite the limitation of in vivo experiments that cystamine is not a specific inhibitor of TG2 activity alone (Fig. 5). In addition, in vitro studies using both BMDMs and PMA-treated THP-1 demonstrated that TG2 is a critical regulator for human and mouse M2 macrophage polarization (Figs. 4 and 6, and Suppl. Fig. S4). Although TG2 extracellularly contributes to activation of TGF-β [26, 46–48], which is a major regulator for cell differentiation, it was interesting to note that only intracellular, but not extracellular, TG2 regulated M2 macrophage polarization. Active inhibitors targeting TG2 are expected to contribute to the development of useful drugs for the regulation of pathogenesis associated with M2 macrophages [49].

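The 12 RNA sequencing libraries of PMA-differentiated THP-1 cells include Z-DON without IL-4, so the effect of Z-DON on ALOX15 can be set beside its effect with IL-4. Without IL-4, between 22 and 48 reads per library were assigned to ALOX15 with Z-DON, and its level was 0.954 ± 0.369 TPM (SD, n = 3). The log2 fold change of Z-DON against vehicle was -0.13 (standard error 0.23, adjusted p = 0.751 from edgeR's quasi-likelihood test), which was not detectable at this depth. With a library left out, this fold change lay between -0.48 and 0.063, the latter without Z-DON replicate 3. In the presence of Z-DON, IL-4 still raised ALOX15 by a log2 fold change of 5.96 (standard error 0.13, adjusted p = 2.45e-17 from edgeR's test). The difference between the responses to IL-4 with and without Z-DON was -0.61 on the log2 scale (standard error 0.25, unadjusted p = 0.0231 and adjusted p = 0.148 from edgeR's test). With a library left out, this difference lay between -0.80 and -0.26, the latter without Z-DON replicate 2.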

Transcriptome analysis further revealed that ALOX15 expression was strongly induced by IL-4 in a TG2 activity dependent manner. Although ALOX15 was not identified as a gene/protein commonly induced in both mouse and human M2 macrophages [14], but has been reported as a highly inducible IL-4/IL-13 target gene in both mouse [40] and human [39]. ALOX15 belongs to a family of dioxygenases that convert unsaturated fatty acids, preferably arachidonic acid, into monoxide derivatives such as 15(S)-HETE [50, 51]. ALOX15 is implicated in many pathological processes and was recently reported to induce inflammation and fibrogenesis in mice after UUO [41]. Macrophage infiltration and renal fibrosis were demonstrated to decrease in both ALOX15-knockout and inhibitor-treated mice but were increased in transgenic ALOX15-overexpressing mice [41], and although that study did not include an in vitro analysis and the results from human macrophages, these results are consistent with our results obtained here. Additionally, studies of mice undergoing remnant nephrectomy, diabetic nephropathy, and sepsis-induced acute kidney injury had a similar profibrotic role of ALOX15 [52–54]. Consistent with these studies, the ALOX15 expression levels were found to be significantly higher in the kidneys of patients with advanced diabetic nephropathy, one of the main complications of diabetes [55]. This particular study focused on the glomeruli in patients, where ALOX15 levels were elevated in all intrinsic cells of glomerulus and contributed to ferroptosis induction mainly through the ALOX15-mediated lipid metabolism pathway. Compared to the consistent in vivo results in mice, the role of ALOX15 in vitro studies in mouse macrophages is a bit more complicated. Indeed, we have not been able to detect both mRNA and protein expressions of ALOX15 in BMDMs. This result is consistent with previous reports [56, 57] and may be one reason why ALOX15 was not determined as a common M2 macrophage marker for both mice and humans in the Martinez’s report [14]. Since ALOX15 expression in macrophage is detected in vivo (Fig. 8), a possible problem is that in vitro experiments using BMDMs do not adequately reflect the in vivo situation of renal fibrosis. The resident (peritoneal) macrophages have been reported to have a larger population of ALOX15-positive cells compared to BMDMs [58], suggesting that TG2 in BMDMs may involves in not only its own M2 polarization but also that of resident macrophages during renal fibrosis.

In this study, we found that TG2 promoted M2 macrophage polarization via induction of ALOX15 expression, although the regulatory mechanism of TG2 and ALOX15 expression remains to be clarified. Phenformin, a biguanide antidiabetic drug, was reported to prevent IL-4-induced M2 macrophage polarization through decreased STAT6 association and Lys-9 acetylation of histone H3 at the ALOX15 promoter [59]. Since STAT6 is also implicated to associate at the TG2 promoter [60], we demonstrated that an inhibitor of STAT6 phosphorylation predominantly suppressed TG2 expression (Suppl. Fig. S6), whereas TG2 inhibitors did not interfere the phosphorylation and expression of STAT6 (Fig. 7A). Mitogen-activated protein kinase kinase (MEK) is required for M2 macrophage polarization by promoting PPARγ-induced retinoic acid signaling [49]. PPARγ and retinoic acid signaling have also been reported as upstream regulators of TG2 [61] although PPARγ is also reported to be inactivated via crosslinking by TG2 [62, 63]. Moreover, in IL-4-induced M2 macrophages, ALOX15 generates an endogenous ligand for the transcription factor PPARγ, thereby suppressing inflammatory responses [40]. Knockdown and inactivation of TG2 reduced the expression of ALOX15 and vice versa, suggesting that TG2 and ALOX15 expressions were synergistically upregulated for M2 macrophage polarization. In addition to MEK, histone deacetylase activity is also critical for M2 macrophage polarization [49]. Demethylation of histone H3 trimethyl-lysine 27 (H3K27me3) at the promoter is required for IL-4-mediated ALOX15 induction [64]. Furthermore, TG2 serotonylates the glutamine at position 5 (Q5ser) on nucleosomes marked with tri-methylated lysine 4 of histone H3 (H3K4me3) and is responsible for enhanced recruitment of transcription factor, TFIID [65]. Since we detected the increased level of nuclear TG2 in IL-4-treated human macrophage (Suppl. Fig. 7), TG2-mediated serotonylation and regulations of enzyme involved in methylation/demethylation of histone H3 may contribute to the various gene expressions. In addition, we attempted to detect the direct molecular target of TG2 in IL-4-treated human macrophage based on the incorporation of a biotin-pentylamine (BPA) probe into proteins via crosslinking activity. However, the crosslinking activity is weaker than the background signal (due to nonspecific adsorption of streptavidin-peroxidase and the several endogenous biotin-binding proteins) and cannot be detected (data not shown). Based on these results, we speculated that it may be difficult to detect TG2 activity using BPA in cultured macrophages because BPA does not penetrate human macrophage cell membranes, is quickly excreted, or the BPA-incorporated proteins are rapidly degraded. However, the experiments using cell lysates of IL-4-treated human macrophages showed an increase in BPA-incorporated proteins (Suppl. Fig. 8). The detailed relationship between TG2 and ALOX15 needs to be clarified in future studies.

In summary, we demonstrated that a TG2-dependent M2 macrophage polarization mechanism was commonly induced in both mouse and human cells and was involved in renal fibrosis in cellular and animal models. Furthermore, we found that ALOX15 was an important factor acting in the downstream of intracellular TG2 activity in the polarization of M2 macrophages and exacerbated renal fibrosis (Fig. 8C). Our findings provide information about novel pathological mechanisms and new therapeutic targets associated with renal fibrosis that could be widely adopted to several research fields related to TG2 and macrophage polarization.

## Supplementary information

Supplemental materials and original data files

Supplementary Tables

## Data Availability

All data generated or analyzed in this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Tissue transglutaminase exacerbates renal fibrosis via alternative activation of monocyte-derived macrophages
**Source:** Cell Death Dis. 2023 Mar 2;14(2):136. doi: 10.1038/s41419-023-05622-5
**Supplement:** Supplementary file 2 — Supplementary Tables

**Supplementary Tables**

**Suppl. Table S1. Antibodies used for western blotting, immunostaining, and flow cytometry analyses**

| **Antibodies** | **Source** | **Identifier** | **Dilution** |
| --- | --- | --- | --- |
| ***For western blotting and immunostaining*** |  |  |  |
| Rabbit anti-mouse TG2 antibody | Produced in house |  | 1/4000 |
| Rat anti-mouse F4/80 (CI:A3-1) | Bio-rad | MCA497G | 1/500 |
| Rabbit anti-α-SMA antibody | Abcam | Ab5694 | 1/200 |
| Rabbit anti-CD206 antibody | Proteintech | 18704-1-AP | 1/500 |
| Anti-arginase 1/ARG1 antibody (Clone: E-2) | Santa Cruz | sc-271430 | 1/500 |
| Anti-β-Actin antibody (Clone: 8H10D10) | Cell Signaling technology | #3700 | 1/10000 |
| Anti-Stat6 antibody | Cell Signaling technology | #9362 | 1/1000 |
| Anti-p-Stat6 Antibody (pY641.18) | Santa Cruz | sc-136019 | 1/500 |
| Anti-15 lipoxygenase 1 antibody (Clone: EPR22138) | Abcam | Ab244205 | 1/500 |
| AlexaFluor 488 goat anti-rabbit IgG | Invitrogen | A-11008 | 1/2000 |
| AlexaFluor 594 chicken anti-rat IgG | Invitrogen | A-21471 | 1/2000 |
|  |  |  |  |
| ***For flow cytometry*** |  |  |  |
| APC anti-CD206 (MMR) antibody (Clone: MR6F3) | Invitrogen | 17-2061-80 |  |
| APC/Cy7 anti-mouse/human CD11b Antibody | Biolegend | 101226 |  |
| FITC anti-mouse F4/80 Antibody | Biolegend | 123107 |  |
| PerCP-Cyanine5.5 anti-CD45 antibody (Clone: 30-F11) | Invitrogen | 45-0451-80 |  |
| PE/Cyanine7 anti-mouse F4/80 Antibody | Biolegend | 123113 |  |
| PE-Cyanine7 anti-Ly-6C antibody (Clone: HK1.4) | Invitrogen | 25-5932-80 |  |

**Suppl. Table S2. Primer pairs for RT-qPCR experiments**

| **Species** | **Gene** | **Forward** | **Reverse** | **Product size** |
| --- | --- | --- | --- | --- |
| Mouse | *Arg-1* | CTCCAAGCCAAAGTCCTTAGAG | AGGAGCTGTCATTAGGGACATC | 185 |
|  | *CD36* | ATGGGCTGTGATCGGAACTG | GTCTTCTCAATAAGCATGTCTCC | 110 |
|  | *CD206* | CGGTGAACCAAATAATTACCAAAAT | GTGGAGCAGGTGTGGGCT | 158 |
|  | *TBP* | ACCGTGAATCTTGGCTGTAAAC | CGCAGTTGTCCGTGGCTCTC | 123 |
|  | *TFR* | CCAGTGTGGGAACAGGTCTT | ATAAGGGGCTGGCAGAAACT | 249 |
|  | *TG2* | AGCCGATGATGTGTACCTAG | AGGATTCCATCCTCGAACTG | 138 |
|  |  |  |  |  |
| Human | *TG2* | ATGCCGACGTGGTAGACTGG | CACTGCCCATGTTCATGCTC | 270 |
|  | *PPARγ* | TGACCAGAAGCCTGCATTTCTG | TCCACGGAGCTGATCCCAAAG | 186 |
|  | *ALOX15* | CAACCACCAAGGATGCAACG | CCCACAGCCACCATAACGG | 124 |
|  | *CCL22* | TACTGGACCTCAGACTCCTGC | CCACGGTCATCAGAGTAGGC | 146 |
|  | *CD209* | GGGAGAGTGGGGTGACATGAG | CCAAGAGCGTGAAGGAGAGG | 176 |
|  | *CD36* | CAAAACGGCTGCAGGTCAAC | TTCTCATCACCAATGGTCCCAG | 127 |
|  | *TBP* | TCAAACCCAGAATTGTTCTCCTTAT | CCTGAATCCCTTTAGAATAGGGTAGA | 122 |
|  | *MCP-1* | GATCTCAGTGCAGAGGCTCG | TTTGCTTGTCCAGGTGGTCC | 155 |
|  | *CXCL10* | TGCCATTCTGATTTGCTGCC | CAGTTCTAGAGAGAGGTACTCCTTG | 71 |

How the deposited data were processed for this re-analysis (not part of the article)

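Expression was measured by RNA sequencing of PMA-differentiated THP-1 macrophages in 4 groups of 3 replicates, vehicle, Z-DON, IL-4 and IL-4 plus Z-DON. Samples were mapped to groups and replicates from their labels and the paper's methods.

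The authors aligned paired reads from a NovaSeq6000 to hg38 with the RNA-Seq Alignment App on Basespace, and the paper's text names no version of the app, no annotation release and no strand setting. The authors deposited estimated counts per gene, which need not be whole numbers and carry no normalization. The deposited TPM values are the authors' estimates divided by effective transcript length and scaled to the same total in each library. The authors also deposited effective lengths, used here only as an offset in one alternative. The files list genes without any read. Estimated counts ranged from 22621026 to 26038635 per library, with a median of 24460784.5 over the 12 libraries.

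Estimated counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Genes with more than 50 reads in total were kept, TMM factors were computed, and the quasi-likelihood test was fitted to all 12 libraries with 1 mean per group. Each standard error is the size of the log2 fold change divided by the square root of the F statistic, an approximation. The comparisons were IL-4 against vehicle, IL-4 plus Z-DON against IL-4, Z-DON against vehicle, IL-4 plus Z-DON against Z-DON, and the difference between the responses to IL-4 with and without Z-DON, called the interaction. The thresholds were an adjusted p-value under 0.01 with 2-fold for the responses to IL-4 and 1.5-fold for the effects of Z-DON, as in the paper, and an adjusted p-value under 0.01 alone for the interaction. The paper used Perseus, whose test settings beyond the FDR and the folds are not given in its text.

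Lists of M2 macrophage markers, M1 macrophage markers, amino acid response, NRF2 targets, cholesterol synthesis, cell cycle and interferon response genes were written before the data were examined. They were tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2, and adjusted over the 35 pairs of list and comparison at a threshold of 0.05. The genes named in the text are those the paper names for human macrophages, the 10 genes of Fig. 7C, and for each comparison except IL-4 plus Z-DON against Z-DON the 3 called genes with the largest change in each direction that reached a mean of 100 reads in a group and, for comparisons of a pair of groups, did not overlap between groups. This rule was set before the data were examined. RUNX2, the other genes of Fig. 7B that were not called, C7orf55, LUC7L2, AURKA, CXCL8, IL1B, IL1RN, TNF and the chemokine genes CCL3, CCL3L3 and CCL4 fall outside it and were chosen after their values were seen.

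The scripts were tested on simulated data for 16150 genes. Of 200 genes changed in IL-4 against vehicle, 200 were recovered with 2 false calls, and of 200 genes with an interaction, 200 were recovered with 5 false calls. The changed genes had a mean of at least 100 reads and a change of 2 in size on the log2 scale. The recovery therefore does not cover smaller changes or genes with fewer reads. Gene symbols of the files were matched to the RefSeq annotation of GRCh38.p14, the same build as hg38. Of the 16150 genes tested, 14452 matched by symbol, 826 by an older symbol and 872 not at all, and GC content was found for 90.4%. Shared windows of 75 bases were counted over the GENCODE v44 transcripts.

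Alternatives were RLE size factors, library totals only, DESeq2 1.42.0, edgeR's filterByExpr, all genes with at least 1 read, a mean above 50 reads in a group, only the groups compared, an effective length offset, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), a linear model per gene without sharing of variance, an adjusted p-value under 0.05, the replicate number as a block, and each library left out in turn. A GC content offset and the ratio of mean TPM were added after seeing the data. Splits that were drawn and simulated counts used fixed random seeds. Figures were drawn with matplotlib 3.10.9. The qPCR, protein and mouse experiments of the paper were not analysed here. The duration of IL-4 treatment for these libraries is not given in the paper's text.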

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

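The tests of library size, GC content and the most abundant genes were chosen after the counts of called genes had been seen and before their own outcome had, and those of a mislabelled library, of the gene lists and of the reads of paralogous chemokine genes, with the way other splits of the libraries were drawn for the interaction, were chosen only after the result they measure was seen.

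The paper's text on the RNA sequencing gives no list of genes for Z-DON against vehicle, although the heat map of Fig. 7B includes those libraries. In Z-DON against vehicle, 743 genes were called by edgeR's test. B4GALNT1, UCHL1 and PANX2 rose by 2.22, 2.15 and 2.15 on the log2 scale, and ADAM19, AQP1 and ANXA8L1 had log2 fold changes of -2.33, -2.28 and -2.18. B4GALNT1, AQP1 and ANXA8L1 share 34.3%, 31.2% and 79.8% of their windows with other genes, so their reads could be split with those, and their sums were not tested. After thinning every library to the lowest total, 707 of the 743 genes were still called in the same direction, 728 with a GC content offset and 688 with an effective length offset. Without the 10 most abundant genes of each library, 736 of the 740 remaining genes were still called. These values argue against library size, GC content, length and a few abundant genes as the whole cause, and each of 12 libraries lay closest to its own group, which argues against a swapped label. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and 10 splits cannot give a share under 0.05. A batch that follows the groups was not given by the labels and stays open, as does an effect of Z-DON on targets other than TG2.

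Among the lists, NRF2 targets were higher in Z-DON against vehicle (adjusted p = 1.92e-06 from limma's fry, median log2 fold change 0.92, 14 of 14 genes higher, 11 called). They were also higher in IL-4 plus Z-DON against IL-4 (adjusted p = 8.46e-06 from fry, median 0.68), and 14 of 14 genes were higher in both comparisons. This is consistent with a response to oxidative or electrophilic stress under Z-DON that does not need IL-4, as a hypothesis. Whether TG2 takes part in it was not tested, since no library had TG2 removed in another way. With an estimated correlation between genes, limma's camera gave an adjusted p of 0.0907 for the second comparison, and the range over the alternatives was 4.26e-12 to 0.0907.

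The cell cycle list was lower in Z-DON against vehicle (adjusted p = 8.46e-06 from fry, median log2 fold change -1.19, 14 of 18 genes called lower) and in IL-4 plus Z-DON against IL-4 (adjusted p = 9.61e-05 from fry, median -0.76). Of the 18 genes, 17 were lower in both comparisons, the exception being AURKA. A lower share of dividing cells and a lower level of these genes per cell cannot be told apart in RNA from whole cultures. With an estimated correlation, camera gave 0.135 for the second comparison (range over the alternatives 3.04e-09 to 0.135).

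M1 macrophage markers passed the threshold in Z-DON against vehicle (adjusted p = 0.0237 from fry, median log2 fold change 0.23), but only 6 of 11 genes were higher. The adjusted p was 0.350 from camera with a preset correlation and 0.595 with an estimated one (range over the alternatives 0.0409 to 0.595), and 0.0577, 0.0632 and 0.0590 without vehicle replicate 2, Z-DON replicate 2 and Z-DON replicate 3. No technical explanation was tested for it separately, and no biological one.

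The responses to IL-4 with and without Z-DON were compared through the interaction, which called 223 genes, 121 higher and 102 lower. CCL20, CCL4L2 and MMP10 had interactions of 1.72, 1.69 and 1.66 on the log2 scale, and FFAR2, F13A1 and FYB of -1.40, -1.36 and -1.36. FFAR2 was not called under 13 alternatives and left-out libraries, with adjusted p-values up to 0.109, and the linear model per gene left the other 5 genes between 0.0113 and 0.0331. FYB was also not called with limma-trend on log2(TPM + 1) (adjusted p = 0.0105). After thinning, 205 of the 223 genes were still called in the same direction, with the GC content offset 170, and with the effective length offset 162. Without the 10 most abundant genes of each library, 223 of 223 were still called, and each of 12 libraries lay closest to its own group. Of 100 splits within the arms with and without IL-4, 1, the real one, gave as many genes, and the next gave 176. That next split kept the vehicle libraries apart from the Z-DON libraries, so it still held an effect of Z-DON. Splits that mix both arms put the effect of Z-DON into the spread within groups. The real split was favoured in this way, so its rank cannot decide whether the interaction arose by chance. The count itself depends on the test: a linear model per gene called 1 gene higher and 2 lower, and edgeR's test called 47 higher and 41 lower without IL-4 replicate 3, and 256 higher and 256 lower without IL-4 replicate 1. Both counts also fell by over 1.5 times without vehicle replicate 1 (56 and 40), vehicle replicate 2 (54 and 37), Z-DON replicate 1 (64 and 49), Z-DON replicate 2 (80 and 54), IL-4 replicate 2 (57 and 53) or IL-4 plus Z-DON replicate 2 (78 and 60). An influence of Z-DON on the response to IL-4 is a hypothesis here, and a batch that follows the groups stays open.

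CCL4L2 and CCL3L3 are paralogs of CCL4 and CCL3. By windows of 75 bases, CCL4L2 shares 8.47% with CCL4 and CCL3L3 1.27% with CCL3, whereas CCL4 shares 13.8% with CCL4L2 and CCL3 46.6% with CCL3L3 and CCL3-AS1, so some of their reads could be misassigned. CCL3 and CCL4 rose with IL-4 by 1.24 and 1.40 on the log2 scale, whereas CCL3L3 and CCL4L2 had log2 fold changes of -1.35 and -0.87. With the reads of each family summed, the interaction was 1.23 on the log2 scale for the CCL3 family (adjusted p = 6.35e-06 from edgeR's test) and positive for the CCL4 family (adjusted p = 8.97e-07 from edgeR's test), so reads moved between copies do not account for the interaction. The sums changed by -0.02 and 0.45 with IL-4, and the cause of the opposite directions of the single genes was not tested.

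M1 macrophage markers also had a positive interaction (adjusted p = 0.000177 from fry, median 0.82 on the log2 scale, 9 of 11 genes higher, range over the alternatives 0.000118 to 0.0474). In IL-4 plus Z-DON against IL-4 they were higher (adjusted p = 2.68e-06 from fry, median 0.46, 9 of 11 genes). The list holds CXCL8, IL1B, TNF and CCL2, and it does not separate an inflammatory response from an effect of Z-DON on these genes through other targets.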

How the results depend on the processing

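The alternatives were set before the data were examined, apart from the GC content offset and the ratio of mean TPM, which were chosen after seeing the data. For the values below that changed, the cause was not tested, except that fewer libraries or another number of genes tested follow from the alternative itself. RLE size factors and library totals changed none of the counts of called genes by over 1.5 times.

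Limma-trend on log2(TPM + 1) called 237 genes higher in IL-4 against vehicle, 282 lower in IL-4 plus Z-DON against IL-4, and 227 higher and 367 lower in IL-4 plus Z-DON against Z-DON, with 52 higher and 30 lower in the interaction. The TG2-dependent increase and decrease then held 29 and 22 genes, and 26 of the Fig. 7B genes passed, or 27 adjusted over the list alone. Limma-trend on log2(TPM + 0.1) gave 34 genes for the increase and 45 higher and 29 lower in the interaction, and moved the median log2 fold change of all genes in IL-4 against vehicle by -0.11 from that of edgeR. The linear model per gene called 273 higher in IL-4 against vehicle, 180 higher and 288 lower in IL-4 plus Z-DON against IL-4, 146 higher in Z-DON against vehicle, 242 higher in IL-4 plus Z-DON against Z-DON, and 1 higher and 2 lower in the interaction, with 37 and 17 genes in the increase and decrease.

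At an adjusted p-value under 0.05, 711 genes were lower in IL-4 plus Z-DON against IL-4, 555 higher and 465 lower in the interaction, and 98 in the increase. DESeq2 called 282 higher and 305 lower in the interaction, and all genes with at least 1 read 374 higher and 533 lower. The effective length offset called 80 higher in the interaction. The interaction was higher in 54.3% of its calls, and in fewer than 50% with RLE size factors (46.1%), library totals only (48.5%), DESeq2 (48.0%), filterByExpr (42.8%), all genes with at least 1 read (41.2%), the effective length offset (47.1%), the linear model per gene (33.3% of 3 genes) and without IL-4 plus Z-DON replicate 3 (43.4%), so which direction holds more calls is not settled.

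The 18 correlations between libraries of the same replicate number had a median of -0.06 and exceeded 0.1 in 4 cases, so no pairing over all groups was seen. They ran from -0.31 to 0.31, the highest between Z-DON and IL-4 plus Z-DON for replicate 1. A link between particular groups stays open. With the replicate block, the interaction called 79 genes higher and 71 lower, the TG2-dependent increase held 54 and the decrease 35, and no other count of called genes moved by over 1.5 times. M1 macrophage markers in Z-DON against vehicle then had an adjusted p of 0.248, and 3 other pairs of list and comparison and the named genes CD209 and FFAR2 also changed their side of the threshold.

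The median ratio of the response to IL-4 with Z-DON to that without was 0.846 for genes called higher and 0.842 for genes called lower. For genes called higher it was 0.821 with all genes with at least 1 read, 0.861 with a mean above 50 reads in a group, 0.889 and 0.877 with limma-trend on log2(TPM + 1) and log2(TPM + 0.1), 0.856 with the linear model per gene, 0.835 at an adjusted p-value under 0.05 and 0.871 with the GC content offset. For genes called lower it was 0.860 with a mean above 50 reads, 0.771 and 0.808 with limma-trend on the 2 scales, 0.800 with the linear model per gene and 0.859 with the GC content offset.

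Pearson's r across genes between the effects of Z-DON with and without IL-4 was 0.364. It was 0.439 with filterByExpr, 0.0930 with all genes with at least 1 read, 0.617 with a mean above 50 reads, 0.528 and 0.426 with limma-trend on the 2 scales and 0.561 with the linear model per gene. The first 3 settings test other genes by construction, whereas the last 3 test the same 16150 genes, and the cause was not tested. Spearman's rho was 0.432, and 0.463, 0.226, 0.535, 0.476 (with log2(TPM + 1)) and 0.483 under those settings in order, with 0.463 for the GC content offset.

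Across the 12 fits that each left out one library, the counts ranged from 460 to 528 genes higher and from 639 to 708 lower in IL-4 against vehicle, from 225 to 290 higher and from 380 to 524 lower in IL-4 plus Z-DON against IL-4, from 200 to 251 higher and from 370 to 518 lower in Z-DON against vehicle, and from 396 to 446 higher and from 563 to 647 lower in IL-4 plus Z-DON against Z-DON. The interaction ranged from 47 to 256 higher and from 37 to 256 lower, with 256 of each without IL-4 replicate 1, 47 higher without IL-4 replicate 3 and 37 lower without vehicle replicate 2. The increase held 42 to 70 genes, the decrease 28 to 39, and 36 to 49 genes of Fig. 7B passed, or 47 to 54 adjusted over the list alone. The ratios ranged from 0.828 to 0.857 for genes called higher and from 0.819 to 0.870 for genes called lower, Pearson's r from 0.314 to 0.363, and Spearman's rho from 0.391 to 0.459.

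The number of pairs of list and comparison past the threshold was 17 with fry, 8 with an estimated correlation, and 14 to 24 with a library left out. CD36 in IL-4 plus Z-DON against IL-4 reversed to -0.00308 on the log2 scale with the GC content offset (adjusted p = 0.976 from edgeR's test). ALOX15 in Z-DON against vehicle ranged from -0.48 to 0.063 on the log2 scale with a library left out, the latter without Z-DON replicate 3. In IL-4 against vehicle, VCAN, RNF165 and SUSD2 had log2 fold changes of 0.60, 0.81 and 0.996 with limma-trend on log2(TPM + 1), under 2-fold. The interaction of VCAN was 0.18 with the effective length offset and ranged from -1.45 to 0.40 with a library left out, the latter without Z-DON replicate 2. M1 macrophage markers in IL-4 against vehicle changed direction without vehicle replicate 3, with an adjusted p of 0.0348 from fry, and its adjusted p ranged from 0.00724 to 0.162 with a library left out.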

Differences from the paper's values

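The paper gives 38,552 genes with more than 50 reads, whereas 16150 genes had more than 50 reads in total over the 12 libraries. None of the alternatives set before the data were examined closed the gap: filterByExpr kept 15321 genes, at least 1 read 23874, and a mean above 50 reads in a group 12722. The files list 38552 genes with no minimum of reads.

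The counts of selected genes, 60 and 38 against the paper's 55 and 35, differed by less than 1.5 times. They fell outside that range for the increase with all genes with at least 1 read (84), limma-trend on log2(TPM + 1) (29) and on log2(TPM + 0.1) (34), and an adjusted p-value under 0.05 (98), and for the decrease with limma-trend on log2(TPM + 1) (22) and the linear model per gene (17). The paper's count of 55 was reached without vehicle replicate 2 and without IL-4 replicate 1, and its count of 35 with limma-trend on log2(TPM + 0.1), with the replicate block and without IL-4 plus Z-DON replicate 1.

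The paper includes SUSD2, MEPE, RUNX2, RNF165, TSPAN7, NPR1, CACNB4, CRIP2, SCIN and PDE6B among its 55 genes, and they did not pass both thresholds here. All but RUNX2 passed at an adjusted p-value under 0.05. SUSD2, RNF165, TSPAN7, CRIP2 and SCIN also passed with a mean above 50 reads in a group and with only the groups compared, and these genes and CACNB4 with all genes with at least 1 read. RNF165, CACNB4, CRIP2 and SCIN passed with DESeq2, SUSD2 and RNF165 with the linear model per gene, and CRIP2 with filterByExpr. RUNX2 passed with library totals only, with the effective length offset, and with the GC content offset, chosen after seeing the values. With a library left out, SUSD2, RNF165, TSPAN7 and CRIP2 passed without Z-DON replicate 1, CRIP2 without Z-DON replicate 2, CACNB4, SCIN and RUNX2 without IL-4 plus Z-DON replicate 3, RUNX2 without IL-4 replicate 2 and without IL-4 plus Z-DON replicate 2, and PDE6B without IL-4 replicate 1.

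The order of genes in Fig. 7C places TPRG1 and SYNPO above VCAN, and RNF165 above SUSD2. In edgeR's estimates VCAN, at 15.8-fold and at 30.4-fold without vehicle replicate 3, lay above TPRG1 at 14.8-fold and SYNPO at 13.3-fold, and SUSD2, at 7.04-fold, above RNF165 at 6.71-fold. The ratio of mean TPM, a setting chosen after seeing the values, gave the order of the figure, with 17.1 for TPRG1, 12.1 for SYNPO, 11.4 for VCAN, 6.69 for RNF165 and 6.46 for SUSD2. For ALOX15 it gave 87.5, against about 88 in Fig. 7C, read by eye.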

Other observations

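The tests below were chosen only after the result was seen, except those of the splits of 6 libraries and, chosen after the values they explain had been seen but before their own outcome had, those of the IL-4 libraries shared by both comparisons, of the ratio of responses and of the most abundant genes.

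The selection of 60 genes higher with IL-4 and lower with added Z-DON was matched or exceeded in 3 of 100 splits of the 9 libraries into 3 groups, drawn from 280, the real one included. The other 2 kept the 3 vehicle libraries together and mixed the IL-4 libraries with the IL-4 plus Z-DON libraries, so they measure vehicle against the rest, and gave up to 639 genes. Of the remaining splits, none gave more than 3 genes for the increase or 6 for the decrease. Every split but the real one mixes treatments within groups, which widens the spread, so these counts are not those of unchanged groups. The same 3 of 100 splits gave as many genes as the 38 of the opposite selection. Counts simulated with the response to IL-4 and no effect of Z-DON gave at most 1 gene for the increase and 0 for the decrease, so the shared IL-4 libraries alone do not give these counts.

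Selection through IL-4 plus Z-DON against IL-4 does not separate a dependence of the response to IL-4 on TG2 from an effect of Z-DON that is the same without IL-4. Of the 60 genes, 44 were also lower in Z-DON against vehicle, and 14 of them were called. The interaction was negative for 50 of them, with an unadjusted p-value under 0.05 for 33, and was called for 12. It uses the libraries on which the genes were selected, which favours that direction. A linear model per gene called none of these interactions (0 of 37 genes selected with it), although 70.27% of those genes had a negative one at an unadjusted p-value under 0.05. Counts were simulated with the effect of Z-DON seen without IL-4 carried over unchanged to IL-4, in a pair of versions. With the estimate of every gene carried over, which adds estimation noise, the increase held up to 71 genes in 20 simulations (from 51). With only the called effects carried over, which leaves out effects that were not called, it held up to 31 (from 23). The second version was added after the output of the first had been seen. The observed 60 lies within the first range and above the second, so the count alone does not decide. With genes selected in the same way in each simulation, at most 11.76% of them in the first version and 17.86% in the second had a negative interaction at an unadjusted p-value under 0.05, against 55% of the 60 genes, and against 43.75% at the lowest with a library left out. This argues against an unchanged effect of Z-DON as the whole cause of the increase. It does not show for how many of the genes such an effect is enough, the simulations hold no batch, and a batch that follows the groups stays open. The first version called from 920 to 1020 genes in IL-4 plus Z-DON against IL-4 and the second from 640 to 691, against the 749 observed. For the 38 genes of the decrease, the highest counts were 25 and 21, so an unchanged effect of Z-DON gave fewer genes in every simulation of both versions.

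The median ratio of the response to IL-4 with Z-DON to that without was 0.846 and 0.842 for genes called higher and lower. With the same response in both arms, the lowest ratios in 20 simulations of each version were 0.937 and 0.942, so selection of the genes on one response does not reach the observed values. The reverse ratio, for genes called on the response with Z-DON, was also below 1, at 0.891 for 443 genes called higher and 0.933 for 631 called lower. A ratio below 1 therefore does not by itself show a general weakening of the response by Z-DON.

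Pearson's r across genes between the effects of Z-DON with and without IL-4 was 0.364, and -0.05 to 0.05 in simulations with unchanged groups. It was 0.69 to 0.72 in the simulations that carried over every estimate and 0.456 to 0.505 in those that carried over the called effects. Genes are not independent replicates. The calls shared by both comparisons were 192 genes lower and 121 higher with Z-DON.

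M2 macrophage markers did not pass the threshold in IL-4 plus Z-DON against IL-4 (adjusted p = 0.187 from fry with the direction lower, range over the alternatives 0.0753 to 0.860), and 7 of 13 genes were higher with Z-DON. Calls went both ways, with 2 higher and 4 lower. Of the 2 genes called higher, CCL24 had been lowered by IL-4 (log2 fold change -1.07) and IL1RN raised (2.11). Of the 13 genes, 3 are in Fig. 7B. The list passed, in the direction lower, without Z-DON replicate 1 (adjusted p = 0.0276) and without IL-4 plus Z-DON replicate 3 (adjusted p = 0.00814). Members that go both ways leave a lowering of the M2 programme as a whole open. The paper reports by qPCR that Z-DON inhibited the induction of M2 markers such as CCL22, PPARG and CD209 (Fig. 6C), in another experiment. It reports the same for TG2 siRNA and cystamine, but not for Boc-DON, which were not sequenced here. Its qPCR was scaled to TBP, which here had a log2 fold change of 0.19 with Z-DON added to IL-4 (adjusted p = 0.0202 from edgeR's test). The scales therefore differ. In these libraries, IL-4 raised CCL22 and PPARG by log2 fold changes of 3.32 and 2.34, and added Z-DON changed them by 0.24 (adjusted p = 0.0308 from edgeR's test) and 0.27 (adjusted p = 0.0125 from edgeR's test). Z-DON without IL-4 raised CCL22 by 0.72 on the log2 scale (adjusted p = 1.52e-05 from edgeR's test), so its induction by IL-4 was 9.96-fold without Z-DON and 7.14-fold with it, an interaction of -0.48 (unadjusted p = 0.00113 and adjusted p = 0.0294 from edgeR's test). The interaction of PPARG was 0.08 (adjusted p = 0.777 from edgeR's test) and that of CD209 -1.44 (adjusted p = 0.0167 from edgeR's test). CD209, with 46.4% of its windows shared, fell by 0.76 on the log2 scale with added Z-DON (adjusted p = 0.00588 from edgeR's test). It did not pass with any 1 of the 6 libraries compared left out, with adjusted p-values from 0.0103 to 0.0318 from the same test, nor with the effective length offset (0.0106), the replicate block (0.0115), limma-trend on log2(TPM + 0.1) (0.0369) or, by fold, limma-trend on log2(TPM + 1). TGM2 rose by 3.32 with IL-4 and changed by 0.08 with added Z-DON, and CD36 rose by 0.75 and changed by 0.11.

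The amino acid response list was included because Z-DON contains a glutamine analogue, a point of general chemistry that is not from the paper. In Z-DON against vehicle, 11 of 21 genes were higher (adjusted p = 0.0626 from fry, range over the alternatives 0.0519 to 0.901), and it passed without IL-4 replicates 2 or 3 (0.0423 and 0.0496) and without IL-4 plus Z-DON replicates 1 or 3 (0.0126 and 0.000866). Members that go both ways leave the hypothesis open. Interferon response genes in IL-4 plus Z-DON against IL-4 had an adjusted p of 0.0245 from fry (median log2 fold change 0.17, 14 of 17 genes higher), which was 0.595 with an estimated correlation (range over the alternatives 0.0474 to 0.595). It was 0.0765 and 0.0704 without IL-4 replicates 1 and 2, and 0.0578 without IL-4 plus Z-DON replicate 1. Cholesterol synthesis genes passed in IL-4 against vehicle (adjusted p = 0.0237 from fry, median 0.23, 14 of 17 genes higher) and not in IL-4 plus Z-DON against IL-4 (0.982). The former was 0.0577 and 0.102 without vehicle replicates 2 and 3, 0.0700 without IL-4 replicate 1, 0.152 with library totals only and 0.595 with an estimated correlation.

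C7orf55, one of the genes of Fig. 7B, rose by 1.14 with IL-4 and fell by 0.78 on the log2 scale with added Z-DON. C7orf55-LUC7L2, a readthrough gene that contains it, went the other way, with log2 fold changes of -2.54 and 2.47, and had 0 reads in IL-4 replicates 2 and 3 and 133 in IL-4 replicate 1. Its change with added Z-DON did not pass without IL-4 replicates 2 or 3 (adjusted p = 0.0292 and 0.0269 from edgeR's test), without IL-4 plus Z-DON replicates 1 or 3 (0.0112 and 0.0192), or with DESeq2 (0.270), only the groups compared (0.0230), the effective length offset (0.01005) or the linear model per gene (0.0360). Its log2 fold change lay between 1.87 and 11.0 with a library left out, the latter without IL-4 replicate 1, when no read was left with IL-4. The summed reads of the pair had a log2 fold change of -0.41 with IL-4 (adjusted p = 0.0264 from edgeR's test) and of 0.47 with added Z-DON (adjusted p = 0.0167 from edgeR's test), so the sum did not rise with IL-4. A candidate explanation is that reads were split differently between the pair in those libraries. LUC7L2, which the readthrough gene also contains, was left out of the sum and had a log2 fold change of 0.01 with IL-4. The readthrough gene shares 95.5% of its windows with other genes, LUC7L2 among them, so reads of LUC7L2 could enter the sum. The sum therefore cannot decide whether C7orf55 itself rose.

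Fewer genes had at least 1 read in the 6 libraries with Z-DON (18697 to 18974) than in the 6 without (19187 to 19367, exact permutation p = 0.00216, two-sided). The gap between the groups was 213 genes, 216.1 with every library reduced to the lowest total and 208.7 without the 10 most abundant genes of each library, so neither library size nor a few abundant genes closes it. At 10 reads or more the ranges overlapped, with a gap of -66 genes (exact permutation p = 0.013, two-sided). The cause was not found, and an effect of Z-DON and a batch that follows it stay open.

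Among the genes that meet the naming rule of the methods, SERPINB4, ALOX15 and TAL1 rose in IL-4 against vehicle by 6.91, 6.57 and 5.81 on the log2 scale, and TLR7, E2F8 and FAM111B had log2 fold changes of -4.43, -4.33 and -4.17. SERPINB4 had 0 to 3 reads per library with vehicle, and its value lay between 6.37 and 8.11 with a library left out, so its rank beside ALOX15 (6.49 to 6.64) is not settled. TLR7, with 2 to 8 reads with IL-4, lay between -5.02 and -4.06. SERPINB4 shares 10.9% of its windows with SERPINB3 and SERPINB11. In IL-4 plus Z-DON against IL-4, B4GALNT1 and CCL24 rose by 3.30 and 2.40, and SPC25, KLRK1 and SPC24 had log2 fold changes of -2.71, -2.49 and -2.48. These last 3 genes had 17 to 33 reads per library with IL-4 and 0 to 8 with IL-4 plus Z-DON, and reached a mean of 100 reads only in groups not compared here. With a library left out, SPC25 lay between -3.25 and -2.31, KLRK1 between -3.09 and -1.95 and SPC24 between -2.74 and -2.19. KLRK1 did not pass with the linear model per gene (adjusted p = 0.0173), nor SPC24 with limma-trend on log2(TPM + 1) (adjusted p = 0.0177). KLRK1 shares 99.3% and SPC25 7.81% of their windows with other genes. For each of IL-4 against vehicle, IL-4 plus Z-DON against IL-4 and IL-4 plus Z-DON against Z-DON, which called 1074 genes, 1 of 10 splits of the 6 libraries, the real one, gave as many genes, and 10 splits cannot give a share under 0.05.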
